# Developmental single-cell transcriptomics of hypothalamic POMC neurons reveal the genetic trajectories of multiple neuropeptidergic phenotypes

**DOI:** 10.7554/eLife.72883

**Published:** 2022-01-19

**Authors:** Hui Yu, Marcelo Rubinstein, Malcolm J Low

**Keywords:** POMC, development, single-cell transcriptomics, hypothalamus, Mouse

## Abstract

Proopiomelanocortin (POMC) neurons of the hypothalamic arcuate nucleus are essential to regulate food intake and energy balance. However, the ontogenetic transcriptional programs that specify the identity and functioning of these neurons are poorly understood. Here, we use single-cell RNA-sequencing (scRNA-seq) to define the transcriptomes characterizing *Pomc*-expressing cells in the developing hypothalamus and translating ribosome affinity purification with RNA-sequencing (TRAP-seq) to analyze the subsequent translatomes of mature POMC neurons. Our data showed that *Pomc*-expressing neurons give rise to multiple developmental pathways expressing different levels of *Pomc* and unique combinations of transcription factors. The predominant cluster, featured by high levels of *Pomc* and *Prdm12* transcripts, represents the canonical arcuate POMC neurons. Additional cell clusters expressing medium or low levels of *Pomc* mature into different neuronal phenotypes featured by distinct sets of transcription factors, neuropeptides, processing enzymes, cell surface, and nuclear receptors. We conclude that the genetic programs specifying the identity and differentiation of arcuate POMC neurons are diverse and generate a heterogeneous repertoire of neuronal phenotypes early in development that continue to mature postnatally.

## Introduction

*Proopiomelanocortin (POMC*)-expressing neurons located in the arcuate nucleus of the hypothalamus play an essential role in the regulation of food intake by maintaining a melanocortin-dependent anorexigenic tone. The critical importance of hypothalamic melanocortins is apparent in mice lacking *Pomc* that develop hyperphagia and early-onset extreme obesity (Bumaschny et al., 2012). This phenotype is closely mirrored in humans carrying biallelic null mutations in *POMC* (Krude et al., 1998). In addition, arcuate POMC neurons release the *Pomc*-encoded opioid peptide β-endorphin, which is critical in mediating normal food intake (Appleyard et al., 2003) and stress-induced analgesia (Rubinstein et al., 1996).

Postmitotic POMC neurons acquire their phenotypic identity in the developing hypothalamus days earlier than any other peptidergic neurons born in the presumptive arcuate nucleus (e.g. NPY/AGRP, GHRH, SST, KISSPEPTIN). *Pomc* mRNA is initially observed in the tuberal portion of the prospective mouse hypothalamus of E10.5 embryos, following the concurrent advent of the essential transcription factors (TFs) ISL1 (Nasif et al., 2015), NKX2-1 (Orquera et al., 2019), and PRDM12 (Hael et al., 2020) that act together in a combinatorial manner. In fact, the early ablation of either *Isl1*, *Nkx2-1*, or *Prdm12* disrupts the onset of hypothalamic *Pomc* expression in conditional mutant mouse embryos (Nasif et al., 2015; Orquera et al., 2019; Hael et al., 2020). Given that the number of arcuate neurons co-expressing *Nkx2-1*, *Isl1*, and *Prdm12* greatly exceeds that of POMC neurons in this area, it is expected that additional and still unknown TFs integrate a core regulatory complex completing the genetic program that specifies the identity of POMC neurons.

Other molecular markers of arcuate POMC neurons such as transporters, receptors, channels, and co-transmitters exhibit great variability indicating that a heterogeneous pool of diverse subpopulations of these neurons are involved in multiple circuits and functions. In fact, previous studies have suggested that subsets of arcuate *Pomc-*expressing neurons may act as precursors of terminally differentiated neurons of alternative neuropeptidergic phenotypes such as NPY/AGRP and KISSPEPTIN/NEUROKININ-B/DYNORPHIN (KNDY) neurons in the adult hypothalamus (Padilla et al., 2010; Sanz et al., 2015). Initial attempts to characterize the transcriptome of adult POMC neurons at the single-cell level confirmed the heterogeneous nature of arcuate POMC neurons and revealed the existence of distinct clusters including those co-expressing the aforementioned neuropeptide genes (Campbell et al., 2017; Chen et al., 2017; Lam et al., 2017; Huisman et al., 2020). However, the molecular signatures of the various hypothalamic *Pomc*-expressing lineages are still lacking.

Here, we track the origin and maturation of arcuate POMC neurons in the developing and early postnatal hypothalamus by performing single-cell RNA-sequencing (scRNA-seq) transcriptomics of fluorescently labeled cells taken from *Pomc-TdDiscomaRed-Sv40PolyA* (*Pomc-TdDsRed*) transgenic mice at different embryonic (E11.5, E13.5, E15.5, and E17.5) and early postnatal (P5 and P12) ages. Our data indicate that POMC neurons give rise to distinct transcriptional trajectories and show that a heterogeneous population of *Pomc*-expressing neurons is established early in the developing arcuate nucleus. Combining translating ribosome affinity purification with RNA-sequencing (TRAP-seq) of *Pomc-eGFPL10a* transgenic mice at P12 and P60, we identified transcriptional programs that emerge from distinct populations of early embryonic POMC neurons that later mature into fully functional POMC neurons. We believe that these datasets provide a valuable resource for comprehensively understanding the genetic bases underlying the ontogeny and development of POMC neurons as well as for the rational design of further functional studies of brain circuits involving POMC neurons.

## Results

### Cluster analysis of gene expression in POMC positive hypothalamic cells integrated across six development ages

We captured the single-cell transcriptomes of hypothalamic *Pomc*-expressing cells at four embryonic days (E11.5, E13.5, E15.5, and E17.5) and two early postnatal days (P5 and P12) when the maturing neurons already develop axons and innervate key target nuclei distal to the Arc (Bouret, 2004a, Bouret et al., 2004b, Bouret et al., 2012). 

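Each of the 6 ages was represented by 1 library of single cells, prepared from a pool of at least 6 mice with the 10x Genomics droplet method, which counts unique molecular identifiers (UMIs) for each gene in each cell. The 4 embryonic libraries were made with version 2 of the reagents and the 2 postnatal libraries with version 3, so that the step from E17.5 to P5 is also a step between reagents. The younger postnatal library is named P5 in the paper and in its title, whereas the protocol and the overall design deposited with it state P6. The authors counted UMIs per gene with Cell Ranger, removed cells by their numbers of genes and UMIs and by their mitochondrial share, kept cells with at least 1 Pomc UMI, and deposited the counts of these cells without normalization. The counts covered 1498 cells at E11.5, 1796 cells at E13.5, 2078 cells at E15.5, 1139 cells at E17.5, 3909 cells at P5 and 3533 cells at P12. Total counts were 27978737 UMIs at E11.5, 24513371 UMIs at E13.5, 24458746 UMIs at E15.5, 9832065 UMIs at E17.5, 81593741 UMIs at P5 and 61869340 UMIs at P12, and the median cell held 17317.5, 12872.5, 10699, 8047, 18925 and 12653 UMIs, respectively. Every cell lay inside the limits on genes, UMIs and mitochondrial share that the methods give for its age, with the limit on genes at E13.5 taken as a lower one, although the methods write it as an upper one.

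The 6 libraries were integrated and clustered together with the settings of the paper, over the 26599 gene names that all of them list. Of the genes that the paper names for these cells, 73 were left out of the clustering, so that their levels were not fixed by the way the clusters were made. Clusters were then named by lists of other marker genes, taken from the feature genes of the paper and written down beforehand. A name such as cluster 1-like stands for a cluster rebuilt in this way, and a difference from the paper may come from the rebuilt names. Droplets that may hold a pair of cells (doublets) were kept. Scrublet called 315 of the cells as doublets, and an alternative left out the 5% of cells with the highest score in each library.

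Levels of a gene are given as normalized counts, which are UMIs per 10000 UMIs of the cell averaged over the cells of a class. RNA that is free in the suspension gives UMIs in cells that do not make it, and the level in microglia-like and VLMC-like cells of the same library is therefore given as the background. It can also hold RNA that these cells make and RNA of neurons from doublets, so that it is not a measure of free RNA alone. At E17.5 only 2 such cells were found, which is too few for a background. For shares of cells with a UMI, each cell was also thinned to 2000 UMIs, which left out 6 cells, all at E17.5. There were no replicates at any age and no test between ages was made. Intervals are 95% intervals, exact binomial (Clopper-Pearson) for shares and exact Poisson for sums of UMIs, and cover counting error only.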

Medial basal hypothalami from mice that express the reporter transgene *Pomc-TdDsRed* selectively in POMC cells were pooled from multiple embryos or postnatal pups at the indicated ages. Dissociated single-cell suspensions were sorted for DsRed fluorescence and used for library preparation with the 10× Genomics platform (Figure 1A). 

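Pomc, which lies on chromosome 12 from 3954951 to 3960642 in GRCm38, had at least 1 UMI in each of the 13953 deposited cells. The build against which these libraries were counted is not stated, although the methods name mm10 (GRCm38) for the repeat regions of the velocity analysis. Positions of genes here are those of the GENCODE M21 annotation of GRCm38. Exactly 1 Pomc UMI was counted in 5624 of the cells (40.3%). That share was 45.7% at E11.5, 54.1% at E13.5, 44.9% at E15.5, 39.2% at E17.5, 28.2% at P5 and 42.1% at P12.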

After a rigorous screening procedure to remove substandard scRNA-seq data (see Materials and methods), we used a combination of computational platforms to analyze the transcriptomes of 13,962 cells that had *Pomc* counts of ≥1 unique molecular identifiers (UMIs).

**Figure 1.**
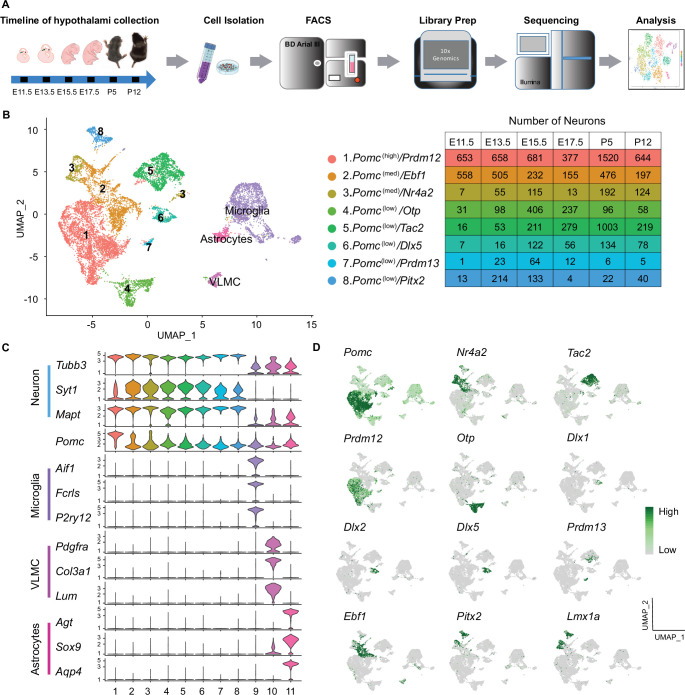
Single-cell sequencing of *Pomc^DsRed^* cells from developing mouse hypothalami at E11.5, E13.5, E15.5, E17.5, P5, and P12 reveals eight distinct neuronal clusters and three non-neuronal clusters. (**A**) Schematic diagram showing the overall experimental procedure. (**B**) UMAP (Uniform Manifold Approximation and Projection) plot showing the distribution of major cell clusters and their corresponding numbers of cells at each developmental stage. (**C**) Violin plots showing the expression of three signature genes and *Pomc* for each cluster. (**D**) UMAP plots showing the enrichment of feature genes in each cluster. Genes representing each cluster were colored and highlighted to show the cluster-specific enrichment. The color intensity corresponds to the normalized gene expression from Seurat analysis, where gene expression for each cell was normalized by the total expression, multiplied by a scale factor of 10,000, and then log-transformed. VLMC, vascular leptomeningeal cell. Figure 1—source data 1.Average gene expression obtained from the Seurat analysis of each of the 11 proopiomelanocortin (*Pomc*) clusters integrated across all six developmental stages (corresponding to Figure 1). Figure 1—source data 2.Feature genes that define each of the 11 proopiomelanocortin (*Pomc*) clusters (corresponding to Figure 1) integrated across all six developmental stages.

**Figure 1—figure supplement 1.**
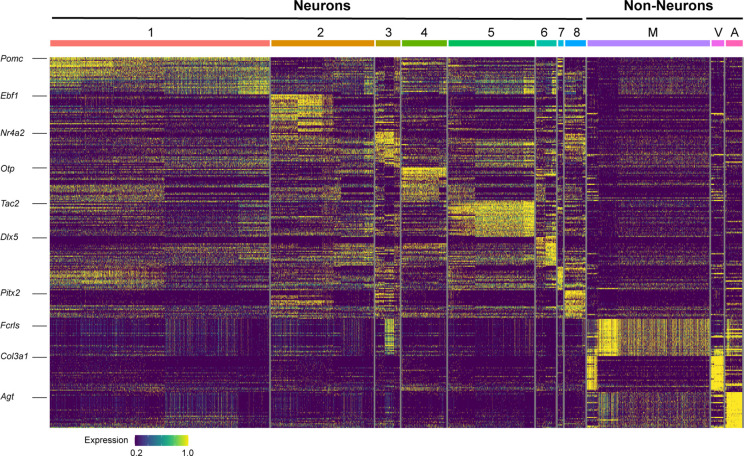
Heatmap showing the expression of the top 30 marker genes defining each cluster from Figure 1. M: microglia; V: vascular and leptomeningeal cells; A: astrocytes.

**Figure 1—figure supplement 2.**
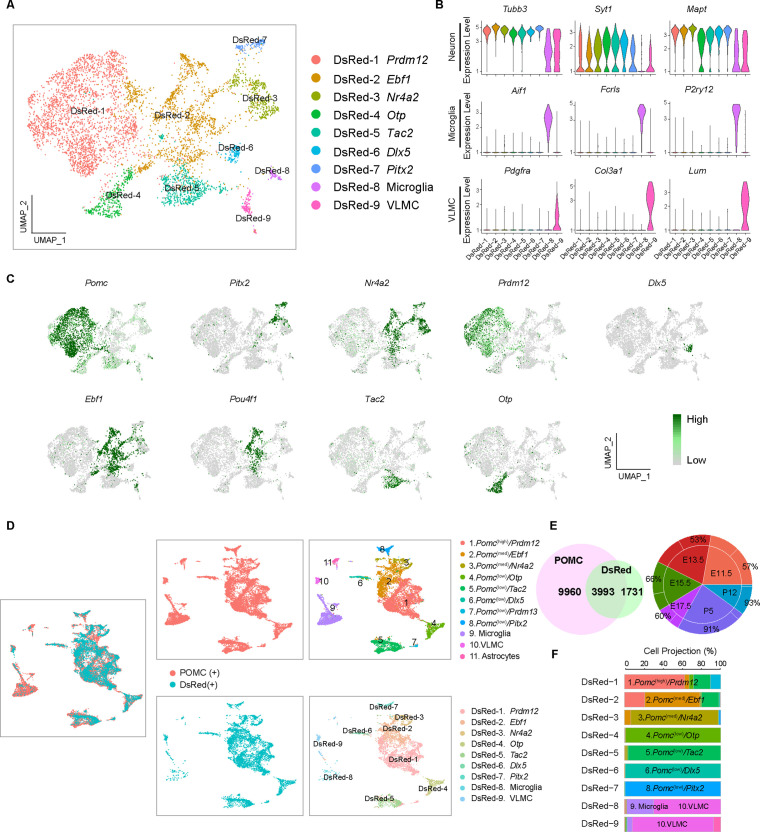
Analysis of proopiomelanocortin (POMC) cells with *DsRed* transcripts reveals nine distinct cell clusters. (**A**) Uniform Manifold Approximation and Projection (UMAP) plot showing the distribution of major cell clusters. (**B**) Violin plots showing signature gene expression in each cell type. Three feature genes were chosen to represent each cell type. (**C**) UMAP plots showing the enrichment of feature genes in each cluster. Genes representative of each cluster were colored and highlighted to show the cluster-specific enrichment. The color intensity corresponds to the normalized gene expression from Seurat analysis. (**D**) Identification of similar cell clusters between POMC cells with *DsRed* transcripts and POMC cell clusters. Red: POMC cell clusters are from Figure 1. Blue: POMC cells with *DsRed* transcripts from **A-F**. (**E**) Venn diagram showing the number of cells expressing *Pomc* transcripts, *DsRed* transcripts or both *Pomc* and *DsRed* transcripts. Pie chart showing the percentage of POMC cells expressing *DsRed* transcripts at each developmental stage. (**F**) Vertical bar-chart showing the percentage of cells with *DsRed* transcripts projected to corresponding POMC cell clusters. VLMC, vascular and leptomeningeal cell. Figure 1—figure supplement 2—source data 1.Average gene expression obtained from the Seurat analysis of each of the nine DsRed clusters integrated across all six developmental stages (corresponding to Figure 1—figure supplement 2).

**Figure 1—figure supplement 3.**
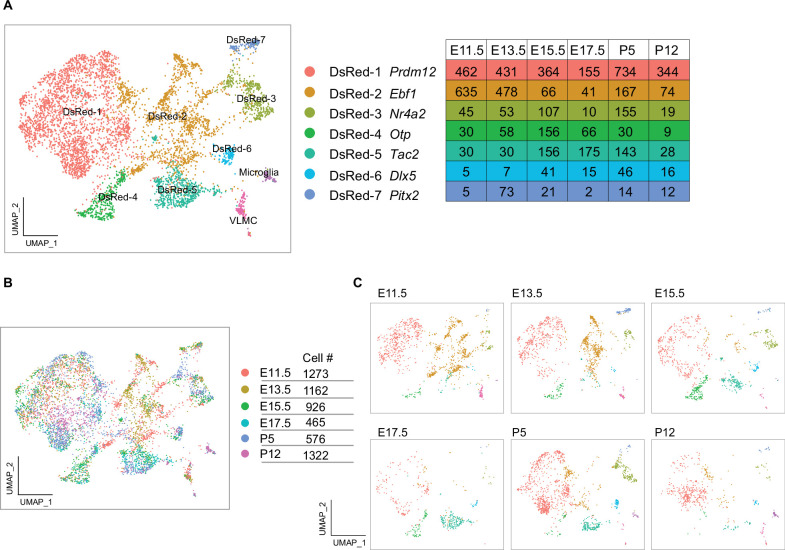
Overview of cell clusters from proopiomelanocortin (POMC) cells with *DsRed* transcripts. (**A**) Uniform Manifold Approximation and Projection (UMAP) plot showing the distribution of major cell clusters and their corresponding number of cells from each developmental stage. (**B**) UMAP plots showing the number of cells at each developmental stage. (**C**) UMAP plots showing the splitting of clusters by developmental stages. Figure 1—figure supplement 3—source data 1.Feature genes that define each of the nine DsRed clusters integrated across all six developmental stages (corresponding to Figure 1—figure supplement 3).

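Clustering of the 13953 cells gave 12 clusters. The largest, of 5729 cells, carried the markers of clusters 1 and 2 together. It was divided once more, by a rule set after the first result was seen, into 4423 cluster 1-like and 1306 cluster 2-like cells. Further clusters were named cluster 3-like with 415 cells, cluster 4-like with 1006, cluster 5-like with 1967, cluster 6-like with 446 and cluster 8-like with 427. A cluster of 725 neurons matched no list of markers and had Irs4, Col25a1, Ecel1 and Gpr101 among its leading genes. It is called the larger unnamed neuronal cluster. The smaller unnamed neuronal cluster held 92 cells with a median of 3821.5 UMIs, all from P5 and P12. The limits of the naming rule that kept these clusters out of the named classes were set after the data were seen. The larger one made up 1.09% of neurons at E11.5, 0.490% of neurons at E13.5, 3.00% of neurons at E15.5, 8.80% of neurons at E17.5, 10.9% of neurons at P5 and 12.5% of neurons at P12, and the smaller one 0.523% at P5 and 5.51% at P12. No cluster carried the markers of cluster 7, which were found in an alternative that used all variable genes, where 111 of the 120 cells so named fell among the cluster 5-like cells above.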

A Seurat analysis of all cells integrated across the six time points revealed 11 distinct cell clusters projected onto a UMAP plot (Figure 1B). The same data are represented in a heatmap corresponding to the top 30 expressed genes per cluster (Figure 1—figure supplement 1). 

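By the names of their clusters and a list of 6 neuronal marker genes (Tubb3, Syt1, Mapt, Snap25, Stmn2 and Elavl3), 10807 of the 13953 cells were neurons (77.5%, 95% interval 76.8 to 78.1%). Neurons made up 86.0% of cells at E11.5, 90.9% of cells at E13.5, 94.6% of cells at E15.5, 99.7% of cells at E17.5, 88.0% of cells at P5 and 38.0% of cells at P12. Among the alternatives the share moved most when only cells with at least 2 Pomc UMIs were taken, to 86.1%.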

Clusters 1–8 (10,828 cells) were all highly enriched for a panel of three neuronal marker gene transcripts. The embedded table in Figure 1B lists the number of neurons of each cluster at each developmental age. 

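The 3146 non-neuronal cells were divided into 2296 microglia-like, 408 astrocyte-like and 261 VLMC-like cells and a cluster of 181 cells that matched none of the lists. Of the microglia-like cells 1678 came from P12 and 2 from E17.5. VLMC-like cells were mainly embryonic, with 2 at P5 and 15 at P12. Of the cluster without a name, 96.1% of the cells came from P12, so that it may be particular to that library. The name microglia-like holds for P5 and P12. At E11.5 7 of 133, at E13.5 3 of 47 and at E15.5 16 of 30 of the cells so named had more UMIs on the microglia list than on the VLMC list, and without integration 122 of those at E11.5 were VLMC-like.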

The other three clusters (3134 cells) were enriched in transcripts characteristic of either microglia, vascular leptomeningeal cells (VLMC), or astrocytes (Figure 1C). Gene ontology analyses for biological processes further confirmed the neuronal or non-neuronal identities of the 11 individual clusters (data not shown).

By definition, all cells in the neuronal and non-neuronal clusters contained *Pomc* transcripts (UMI ≥1), however there were significant differences in the average expression levels per cluster, ranging from 1.3 to 33.8 [exp(*log Normalized* counts) –1]. 

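Among the named classes, neuronal or not, mean normalized counts of Pomc ranged from 1.16 in VLMC-like cells to 33.9 in cluster 1-like cells. Between these lay 4.60 in cluster 2-like cells, 3.80 in cluster 4-like cells, 2.60 in cluster 6-like cells, 2.34 in cluster 5-like cells, 1.56 in cluster 8-like cells and 1.42 in cluster 3-like cells. Microglia-like cells had 2.46 and astrocyte-like cells 2.37. The larger unnamed neuronal cluster had 14.1 and the smaller one 49.2. Since each cell was selected for a Pomc UMI, the levels in non-neuronal cells hold what selection, free RNA and doublets give. At P5 and P12 the background was 2.92 and 2.51, and 1.48 and 1.96 with the highest Scrublet scores left out, so that doublets with neurons may give part of it. Cluster 5-like and 6-like cells had 2.00 and 1.60 at P5, between the values of that age, and 1.19 and 1.44 at P12, below both. Cluster 4-like cells lay above both at P5 and P12 (4.13 and 4.12), and cluster 3-like and 8-like cells lay below both at both ages. These levels depend on depth, since the median at P5 was 35957 UMIs in cluster 3-like and 10941 in microglia-like cells. Pomc was also corrected for the selection, as if all cells of a class had 1 rate. Taken per cell, it then reached 2.26 times the background in cluster 4-like, 5-like and 6-like cells at P5 and P12. The highest ratio was lower per 10000 UMIs, and higher by both measures with the highest Scrublet scores left out.

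**Figure D1:**
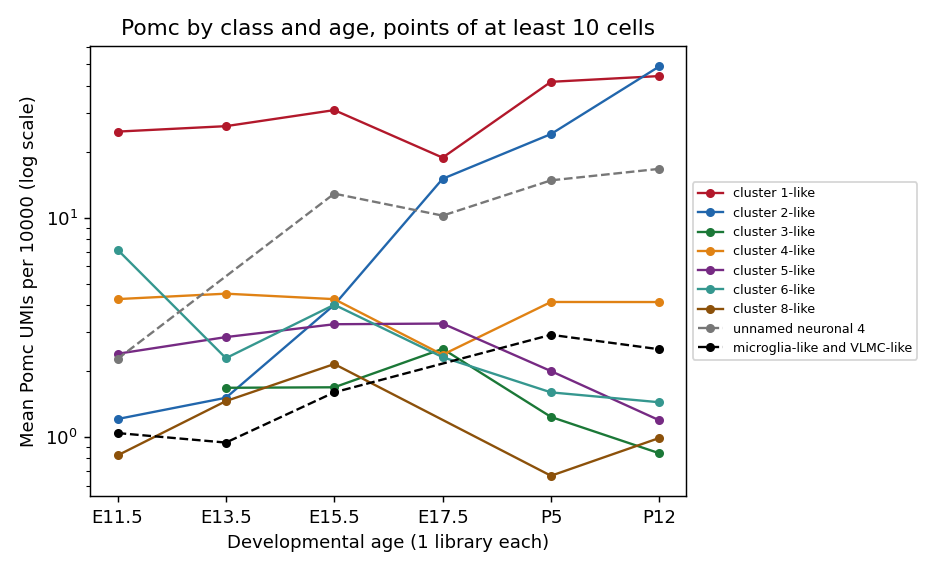
Mean normalized counts of Pomc (vertical axis, UMIs per 10000 UMIs, logarithmic) in each class of cells at the 6 ages, with points of fewer than 10 cells left out. The smaller unnamed neuronal cluster is not shown. The larger unnamed neuronal cluster is shown as unnamed neuronal 4. Among the named neuronal classes cluster 1-like cells are highest in all libraries but P12, and cluster 2-like cells rise with age.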

Nomenclature of the eight neuronal clusters is based on a combination of relatively high (>20), medium (5–20), or low (<5) *Pomc* levels and high expression of one differential key feature gene as follows: no. 1, *Pomc*^(high)^*/Prdm12*; no. 2 *Pomc*^(med)^*/Ebf1*; no. 3, *Pomc*^(med)^*/Nr4a2*; no. 4, *Pomc*^(low)^*/Otp*; no. 5, *Pomc*^(low)*/*^*Tac2*; no. 6, *Pomc*^(low)^*/Dlx5*; no. 7, *Pomc*^(low)^*/Prdm13*; and no. 8, *Pomc*^(low)^*/Pitx2*. The cluster distribution and relative expression of those feature genes are represented by individual UMAP plots (Figure 1D). Average expression levels of all genes, including *Pomc*, in the 11 clusters and complete lists of all feature genes that define the individual clusters are presented in Figure 1—source data 1 and Figure 1—source data 2, respectively.

In order to validate our experimental approach of isolating *Pomc*-expressing cells from the developing hypothalamus by fluorescence-activated cell sorting (FACS) for the transgenic surrogate marker *Pomc-TdDsRed*, we performed an independent unsupervised cluster analysis of the transcriptomes from the 5724 cells that had *DsRed* counts of ≥1 UMI (Figure 1—figure supplement 2A-C and ). A projection analysis (Figure 1—figure supplement 2D-F) of the differentially expressed feature genes defined nine DsRed clusterswhich closely corresponded to 9 of the 11 clusters based on *Pomc* counts of ≥1 UMI. The two exceptions were the smallest clusters 7. *Pomc*^(low)^*/Prdm13* and astrocytes (Figure 1—figure supplement 3D-F). Furthermore, the number of cells at each developmental age from the corresponding neuronal clusters was remarkably similar in the *Pomc* UMI ≥ 1 dataset compared to the *DsRed* UMI ≥ 1 dataset (compare Figure 1B to Figure 1—figure supplement 3A). The different population of DsRed fluorescent sorted cells showing UMI ≥ 1 for *Pomc* (13,962) or *DsRed* (5724) may be due to differential half-lives of the fluorescent protein DSRED used during cell sorting and its transcript used for barcoding the RNA-seq libraries.

### Temporal gene expression analysis of the eight neuronal clusters at individual developmental stages

Next, we analyzed temporal gene expression patterns for each of the eight neuronal clusters at the six distinct developmental ages (Figure 2—source data 1). The progressive changes in feature genes across time are responsible for the observed within cluster heterogeneity on the heatmap in Figure 1—figure supplement 1.

#### Cluster 1

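Cluster 1-like cells were the largest class, with 40.9% of neurons (95% interval 40.0 to 41.9%). Their share was 48.4% at E11.5, 38.2% at E13.5, 33.7% at E15.5, 33.5% at E17.5, 44.0% at P5 and 46.1% at P12. Among the alternatives this share moved most when fewer anchor dimensions (30) were used in the integration, to 16.0% over all ages. In that setting 2118 neurons were left without a name, with Nr5a1, Nkx2-1 and Prdm12 among their leading genes. At E11.5 29 cells were then cluster 1-like, so that the lower share may come from the naming. In the cluster 1-like cells as reported, the mean normalized count of Pomc was 24.7 at E11.5, 26.1 at E13.5, 30.95 at E15.5, 18.8 at E17.5, 41.7 at P5 and 44.2 at P12. Summed over cells it was 37.1 UMIs per 10000 (95% interval 36.9 to 37.2). Over all ages the mean was 7.36 times that of the next named class, cluster 2-like, the unnamed neuronal clusters being left aside. By age the next named class was cluster 6-like at E11.5 (7.15, 15 cells) and cluster 4-like at E13.5 (4.50) and E15.5 (4.25). At E17.5 and P5 it was cluster 2-like (15.0 and 24.1). The mean of cluster 1-like cells was the highest of the named neuronal classes in 5 of the 6 libraries. The exception was P12, where the 38 cluster 2-like cells had a higher mean. By summed counts, chosen after the result was seen, cluster 1-like cells were higher there too (43.1 against 27.2 UMIs per 10000). With all variable genes, a resolution of 0.2, 30 components or 30 anchor dimensions the tally was 6 of the 6. It was 5 with the highest Scrublet scores left out or at least 2 Pomc UMIs, and 2 without integration. Without integration the ratio to the next class fell to 1.91.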

*Pomc*^(high)^*/Prdm12* cells were the most abundant among the eight neuronal clusters and consistently had the highest levels of *Pomc* expression at all six developmental ages. We consider them to be the cell lineage that matures into the canonical POMC neurons in the adult hypothalamus (Figure 2A–C). Other feature genes included a set of four TFs known to be critical for the initiation and/or maintenance of Arc *Pomc* expression, *Isl1*, *Nkx2-1*, *Prdm12*, and *Tbx3* (Nasif et al., 2015; Orquera et al., 2019; Quarta et al., 2019, Hael et al., 2020; Figure 2A). They were expressed in similar developmental patterns to each other, with the exception of *Tbx3* that was significantly expressed only from day E15.5. 

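Isl1 (chromosome 13, 116298281 to 116309689), Nkx2-1 (chromosome 12, 56531958 to 56536908) and Prdm12 (chromosome 2, 31640037 to 31655795) all had UMIs in cluster 1-like cells at each age. Mean normalized counts of Isl1 were 6.01 at E11.5, 6.01 at E13.5, 5.04 at E15.5, 4.00 at E17.5, 3.19 at P5 and 2.19 at P12, against a background of 0.112 to 0.338. Nkx2-1 had 6.99, 7.58, 5.43, 3.87, 1.67 and 1.49 at the same ages (background 0.0835 to 0.536), and Prdm12 had 1.15, 1.46, 1.19, 0.731, 0.820 and 0.810 (background 0.0227 to 0.0469). Among these levels, that of Prdm12 at E15.5 moved most among the alternatives, to 1.03, when UMIs were summed over the cells in place of averaged.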

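Tbx3 (chromosome 5, 119670669 to 119684724) rose with age in cluster 1-like cells, from 0.167 at E11.5 and 0.569 at E13.5 to 2.01 at E15.5, 2.65 at E17.5, 3.11 at P5 and 3.23 at P12. The background was 0.00801 at E11.5, 0.0119 at E13.5 and 0.239 at E15.5, so that both earlier levels were also above it. Isl1 and Nkx2-1 fell from E13.5 to P12, and Prdm12 fell from E13.5 to E17.5.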

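Tbx19 (chromosome 1, 165137855 to 165160773) had 0 UMIs at E11.5, 8 UMIs at E13.5, 17 UMIs at E15.5, 9 UMIs at E17.5, 53 UMIs at P5 and 120 UMIs at P12, over all cells of each library. At P12 71 of 619 cluster 1-like cells had a Tbx19 UMI (95% interval 9.07 to 14.2%, median depth 33858 UMIs), against 0.295% of microglia-like and VLMC-like cells (median depth 10722). After thinning 1.13% of the cluster 1-like cells kept a Tbx19 UMI and none of the background cells did, which allows up to 0.177%. At E11.5 none of the 1498 cells had one, which allows a share of up to 0.200%.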

Notably, there was a lack of the pituitary-specific *Tbx19* TF, confirming that no pituitary tissue was included in the hypothalamic dissections. 

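Six3 (chromosome 17, 85613608 to 85629302) and Six6 (chromosome 12, 72939892 to 72944899) were found in cluster 1-like cells at all 6 ages. Mean normalized counts of Six3 were 4.17 at E11.5, 4.34 at E13.5, 3.57 at E15.5, 2.61 at E17.5, 4.05 at P5 and 3.95 at P12, with a background of 0.124 to 0.294. Those of Six6 were 3.43, 3.74, 3.44, 2.44, 1.82 and 1.20 (background 0.0514 to 0.209). Over all ages Six3 was highest in this class (3.90, followed by 2.59 in cluster 4-like cells), and Six6 was higher in cluster 4-like cells (3.17) than in cluster 1-like cells (2.53). The ages of these classes differ, with 436 of 1006 cluster 4-like cells from E15.5 and 1513 of 4423 cluster 1-like cells from P5. The order over all ages is therefore not an order at each age.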

Two homologues of the *Drosophila sine oculus* homeobox gene, *Six3* and *Six6,* which have not been described previously in the context of Arc POMC neuron development, were also expressed robustly at all six time points (Figure 2A). Co-expression of their mRNAs with *Pomc* by RNAScope at ages E12.5 and E16.5 confirmed the scRNA-seq analysis, although the two TFs were expressed in additional hypothalamic domains and the pituitary gland (Figure 2B). 

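Vim (chromosome 2, 13573927 to 13582826) and Myc fell with age in cluster 1-like cells. Mean normalized counts of Vim went from 11.9 at E11.5 and 6.27 at E13.5 to 1.39 at E17.5 and 0.384 at P12. Its background was higher than these levels in the 3 libraries from E11.5 to E15.5 (14.5 to 17.3), and the level in these cells was not taken as a measure of free RNA. Myc fell from 1.25 at E11.5 to 0.0989 at E17.5 and 0.0330 at P12, with a background of 0.146 to 0.331. Sox1 had 0.660, 1.17, 1.21, 1.02, 1.37 and 0.849 from the first to the last age and was not higher at the earlier ones. Sox2 was highest at E13.5 (1.24, 3.28, 2.22, 2.59, 0.771 and 0.783 in the same order). Sox3 was highest at E11.5 and rose again at P12 (1.55, 1.10, 0.741, 0.349, 0.474 and 0.871).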

*Vim1*, *Sox1*, -*2, -3*, and -*14,* and *Myc*, whose expression is typically associated with neuronal precursors or immature neurons, tended to have higher expression at the earlier embryonic ages (Figure 2A). The nuclear receptor gene *Nr5a1*, also known as steroidogenic factor 1 (*Sf1*), was a key feature gene expressed almost exclusively at age E11.5 (Figure 2A), but only minimally expressed at later embryonic time points when NR5A1 is critically involved in the development of the hypothalamic ventromedial nucleus (Ikeda et al., 1995). This differential spatio-temporal presence of NR5A1 within or outside POMC neurons was confirmed by immunofluorescence on hypothalamic sections taken from E11.5 and E17.5 mouse embryos (Figure 2B). 

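In cluster 1-like cells the mean normalized count of Nr5a1 (chromosome 2, 38692656 to 38714542) was 1.32 at E11.5, 1.29 at E13.5, 0.641 at E15.5, 0.0692 at E17.5, 0.0326 at P5 and 0.0186 at P12. The background was 0.00228 to 0.0458. The levels at E11.5 and E13.5 differed by less than the counting error, with 1376 and 1334 UMIs in 624 cells each.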

Interestingly, *Nr5a1*, *Nr0b1* (*Dax1*), and *Shh* transcripts were also present in cluster 1 at the two earliest ages, and are factors known to interact with the *Wnt/*β-catenin signaling pathway in early cell fate determination in the adrenal and pituitary glands (Luo et al., 1994; Meeks et al., 2003; Mizusaki et al., 2003). 

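Nr0b1 (chromosome X, 86191764 to 86195947) had mean normalized counts of 0.966 at E11.5, 0.532 at E13.5, 0.270 at E15.5, 0.0921 at E17.5, 0.0165 at P5 and 0.0236 at P12 in cluster 1-like cells, and Shh (chromosome 5, 28456815 to 28467256) had 0.741, 0.347, 0.111, 0.119, 0.0408 and 0.0231 at the same ages. Backgrounds were 0.00287 to 0.0201 for Nr0b1 and 0 to 0.0835 for Shh. At E11.5 Shh was higher in the 34 cluster 4-like cells (1.37).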

A combination of pseudotime and gene ontology analyses for the top expressed genes (Log2FoldChange > 0.25, p < 0.05) in cluster 1 revealed that the genes expressed at the beginning of pseudotime function in the organization of cell projections, axonogenesis, and the regulation of cellular component size, whereas genes expressed at the middle and end of the pseudotime function are related to neuron maturation and neuron-specified functions such as the formation of myelin sheath and regulation of synaptic vesicle cycling (Figure 2C).

**Figure 2.**
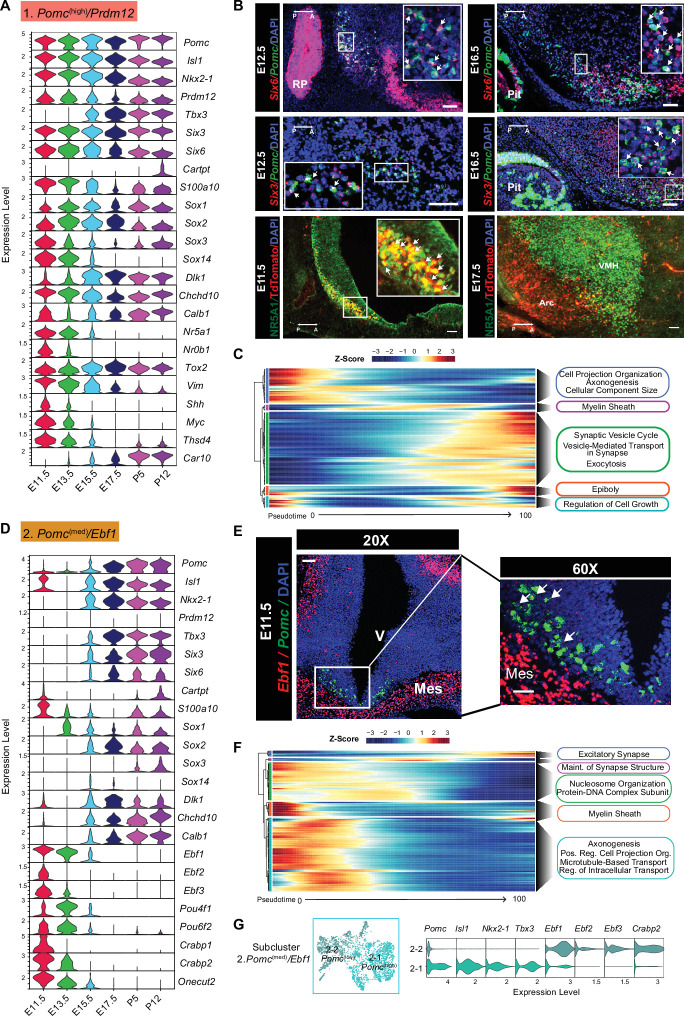
Temporal gene expression patterns of the *Pomc*^(high)^*/Prdm12* cluster and *Pomc*^(med)^*/Ebf1* clusters. (**A** and **D**) Violin plots showing the expression of signature genes at each developmental stage in the *Pomc*^(high)^*/Prdm12* cluster and *Pomc*^(med)^*/Ebf1* cluster, respectively. (**B**) Fluorescence in situ hybridization showing the co-localization of *Pomc* (green) and *Six6* (red), the co-localization of *Pomc* (green) and *Six3* (red) at indicated developmental stages. Immunofluorescence showing the co-localization TDTOMATO (red) NR5A1 (green) at the indicated developmental stages. (**C** and **F**) Heatmaps showing the gene ontology analysis based on the top marker genes in the order of pseudotime in *Pomc*^(high)^*/Prdm12* cluster and *Pomc*^(med)^*/Ebf1* cluster, respectively. (**E**) Fluorescence in situ hybridization showing the co-localization of *Pomc* (green) and *Ebf1* (red) at E11.5. (**G**) Reclustering cells from the *Pomc*^(med)^*/Ebf1* cluster reveals two subclusters denoted as 2–1 *Pomc*^(high)^ and 2–2 *Pomc*^(low)^. Violin plots showing the signature gene expression in 2–1 *Pomc*^(high)^ and 2–2 *Pomc*^(low)^ clusters. Insets are magnified views of the indicated boxes. Arrows indicate co-expressing neurons in the merged panels. Scale bar: 50 µm. Image orientation: left, posterior(P); right, anterior(A). RP: Rathke’s pouch; Pit: pituitary gland. Arc: arcuate nucleus; VMH: ventromedial hypothalamus; V: ventricular zone; Mes: mesenchyme. Figure 2—source data 1.Average gene expression obtained from the Seurat analysis of six developmental stages of each cluster (corresponding to Figure 2, Figure 3, and their linked Figure 2—figure supplement 2). Figure 2—source data 2.Average gene expression obtained from the Seurat analysis of the two subclusters 3–1 and 3–2 derived from reclustering of cluster 3.*Pomc*^(med)^*/Nr4a2* and the two subclusters 2–1 and 2–2 derived from reclustering of cluster 2. *Pomc*^(med)^*/Ebf1* (corresponding to Figure 2G, cluster 2 and Figure 2—figure supplement 1, cluster 3). Figure 2—source data 3.Feature genes that define each of the two subclusters 3–1 and 3–2 derived from reclustering of cluster 3.*Pomc*^(med)^*/Nr4a2* and the two subclusters 2–1 and 2–2 derived from reclustering of cluster 2. *Pomc*^(med)^*/Ebf1 Ebf1* (corresponding to Figure 2G, cluster 2 and Figure 2—figure supplement 1, cluster 3).

**Figure 2—figure supplement 1.**
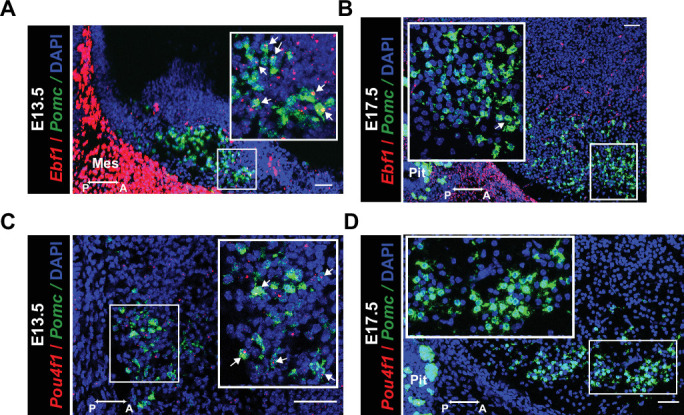
Fluorescence in situ hybridization showing the co-localization of *Pomc* (green) and *Ebf1* (red) at E13.5 (**A**) and at E17.5 (**B**) and the co-localization of *Pomc* (green) and *Pou4f1* (red) at E13.5 (**C**) and at E17.5 (**D**), respectively. Scale bar: 50 µm. Image orientation: left, posterior (P); right, anterior (A); Pit: pituitary gland; Mes: mesenchyme.

**Figure 2—figure supplement 2.**
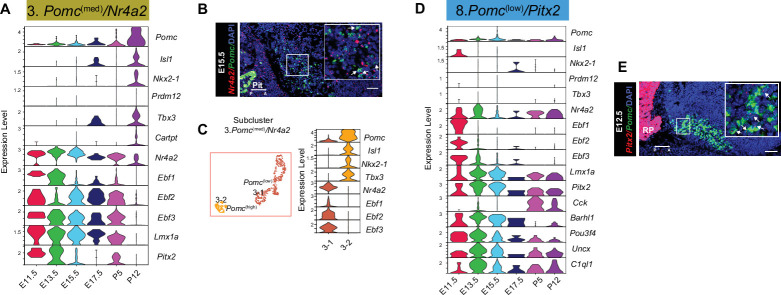
Temporal gene expression patterns of the *Pomc*^(med)^*/Nr4a2* and *Pomc*^(low)^*/Pitx2* clusters. (**A**) Violin plots showing the expression of signature genes in the *Pomc*^(med)^*/Nr4a2* cluster at each developmental stage. (**B**) Fluorescence in situ hybridization showing the co-localization of *Pomc* (green) and *Nr4a2* (red). (**C**) Reclustering cells from the *Pomc*^(med)^*/Nr4a2* cluster reveals two subclusters denoted as 3–1 *Pomc*^(low)^ and 3–2 *Pomc*^(high)^ clusters. Violin plot showing the signature gene expression in 3–1 *Pomc*^(low)^ and 3–2 *Pomc*^(high)^ clusters. (**D**) Violin plots showing the expression of signature genes at each developmental stage in the *Pomc*^(low)^*/Pitx2* cluster. (**E**) Fluorescence in situ hybridization showing the co-localization of *Pomc* (green) and *Pitx2* (red). Scale bar: 50 µm. Insets are magnified views of the indicated boxes. Arrows indicate co-expressing neurons in the merged panels. Scale bar: 50 µm. Image orientation: left, posterior (P); right, anterior (A). RP: Rathke’s pouch; Pit: pituitary gland.

#### Cluster 2

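Cluster 2-like cells numbered 493 at E11.5, 521 at E13.5, 152 at E15.5, 33 at E17.5, 69 at P5 and 38 at P12, 1306 in all. They were the second most abundant class at E11.5 and E13.5. Over all ages cluster 5-like cells were more numerous (1967).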

*Pomc*^(med)^*/Ebf1* neurons made up the second highest abundance cluster of POMC neurons, particularly at E11.5 and E13.5. After these time points, the fraction of all neurons constituting cluster 2 dropped by approximately two-thirds from ages E15.5 through P12. In contrast, the number of neurons in clusters 3–8 increased over time with peaks at different embryonic ages (Figure 1B). 

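Of all neurons, 34.7% were cluster 2-like at E11.5 and E13.5 together (95% interval 33.0 to 36.5%) and 3.70% from E15.5 to P12 (3.30 to 4.14%), so that the later share was 0.107 times the earlier one. By age the share was 38.2% at E11.5, 31.9% at E13.5, 7.74% at E15.5, 2.90% at E17.5, 2.01% at P5 and 2.83% at P12. The ratio moved most, to 0.421, when the genes named in the text were also used for the clustering. In that setting no class was cluster 3-like, and Nr4a2 was among the leading genes of the cluster 2-like class.

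**Figure D2:**
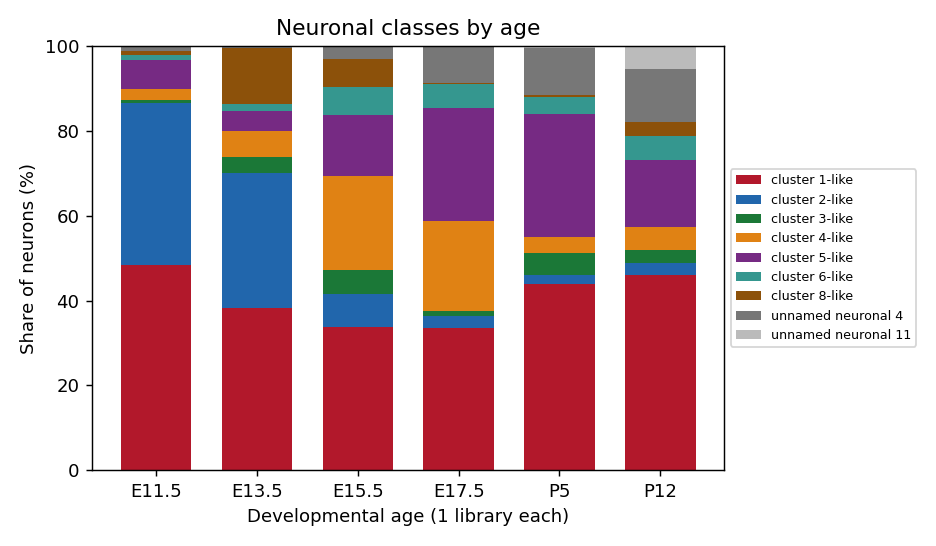
Share of neurons (vertical axis, percent) in each neuronal class at the 6 ages, 1 library each, as stacked bars. The larger and the smaller unnamed neuronal clusters are shown as unnamed neuronal 4 and 11. The share of cluster 2-like cells is 38.2% at E11.5 and 2.83% at P12.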

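Numbers of cells depend on how many were sequenced at each age, and shares of neurons are therefore given. The cluster 3-like share was highest at E15.5 (5.70%) and close to that at P5 (5.26%). The cluster 4-like share rose from 2.64% at E11.5 to 22.2% at E15.5 and 21.1% at E17.5 and was 3.63% at P5. The cluster 5-like share, which includes 111 of the 120 cells that were cluster 7-like with all variable genes, was 4.66% at E13.5, 26.8% at E17.5 and 29.2% at P5. The cluster 6-like share was highest at E15.5 (6.56%), and the cluster 8-like share at E13.5 (13.2%, 215 cells). Between 3 and 1004 cells stood behind each of these classes at a single age.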

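Pomc rose with age in cluster 2-like cells, with mean normalized counts of 1.21 at E11.5, 1.51 at E13.5, 4.00 at E15.5, 15.0 at E17.5, 24.1 at P5 and 49.0 at P12. The mean from E15.5 to P12 was 11.6 times that at E11.5 and E13.5. The later ages held 292 of the 1306 cells, and P5 and P12 also differ from the embryonic ages in their reagents. Without integration the rise was not found, with a ratio of 0.923, but the class then held 97 cells at E15.5, 1 at E17.5 and 0 at P5 and P12. The backgrounds at E11.5 and E13.5 were 1.04 and 0.943.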

Cluster 2 neurons, on average, had medium levels of *Pomc* transcripts that were divided distinctly from their lowest at ages E11.5–E13.5 to highest at later embryonic and postnatal ages (Figure 2D; Figure 2—source data 1). Major cluster 2 feature markers included members of the non-basic helix-loop-helix early B-cell TF family EBF (Figure 1—source data 2). 

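Ebf1 (chromosome 11, 44617317 to 45008091), Ebf2 (chromosome 14, 67233292 to 67430918) and Ebf3 (chromosome 7, 137193673 to 137314445) had their highest levels among the named neuronal classes in cluster 2-like, 3-like and 8-like cells. Mean normalized counts of Ebf1 over all ages were 7.95 in cluster 2-like cells, 1.62 in cluster 3-like cells and 0.448 in cluster 8-like cells, against a background of 0.324. Ebf2 had 0.435, 1.83 and 0.796 in the same classes (background 0.0309), and Ebf3 had 0.672, 2.18 and 0.959 (background 0.0818). Each of the other named neuronal classes had at most 0.294 for Ebf1, 0.0374 for Ebf2 and 0.0491 for Ebf3. In cluster 8-like cells Ebf1 fell from 8.12 at E11.5 (13 cells) to 0.323 at E13.5 and 0.0676 at E15.5.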

*Ebf1* is typically co-expressed with either *Ebf2* or *Ebf3* and pairs of these factors were shared not only in cluster 2, but also in clusters 3 and 8 (Figure 2—figure supplement 2). Dual RNAScope in situ hybridization showed overlapping co-expression of *Ebf1* and *Pomc* mRNAs in the ventricular zone of the developing hypothalamus at an early embryonic stage (E11.5) (Figure 2E). However, transcript levels of *Ebf1* are much lower than what was found in other areas of the same sections, such as the mesenchyme (MES) (Figure 2E). *Ebf1* mRNA was also detected in *Pomc*-expressing cells at E13.5, and then was barely detectable at E17.5 (Figure 2—figure supplement 1A and B). A similar expression pattern was found with another cluster 2 featured gene, *Pou4f1 (POU Class 4 Homeobox 1*). Dual RNAScope in situ hybridization confirmed the overlap of *Pou4f1* and *Pomc* mRNAs at E13.5, but not at E17.5 (Figure 2—figure supplement 1C and D). These results, together, suggest that *Pomc* mRNA levels peak only after expression of both *Ebf1* and *Pou4f1* decrease. 

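In cluster 2-like cells Ebf1 fell from 13.0 at E11.5, 6.76 at E13.5 and 2.97 at E15.5 to 0.197 at P5, with no UMI in the 33 cells at E17.5. The background of Ebf1 fell as well, from 2.94 at E11.5 to 0.0258 at P12. Free RNA does not give most of the level at E11.5, since cluster 1-like cells of that library had 0.723. Pou4f1 (chromosome 14, 104461676 to 104467999) was highest at E13.5, with 2.43 at E11.5, 6.08 at E13.5, 2.55 at E15.5 and 0.0253 at P5. Among the later cells, from E15.5 to P12, the 95 with a UMI of Ebf1 or Pou4f1 had a mean normalized count of Pomc of 1.38, and the 197 with neither had 22.8.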

Two other prominent feature genes in cluster 2 were *Crabp1* and *Crabp2*, which encode cellular retinoic acid binding proteins. 

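Crabp1 (chromosome 9, 54764748 to 54773110) had a mean normalized count of 34.0 at E11.5 and 0.166 at E13.5 in cluster 2-like cells, and Crabp2 (chromosome 3, 87948666 to 87953376) had 8.89 at E11.5, 4.08 at E13.5 and 0.362 at E15.5. At E11.5 the background was 3.87 for Crabp1 and 0.615 for Crabp2, and cluster 1-like cells had 1.58 for Crabp1, so that free RNA does not give most of the former. At that age Crabp1 was higher in the 13 cluster 8-like cells (76.2) and Crabp2 in the 88 cluster 5-like cells (23.9). With all variable genes 17 cells of that age were cluster 5-like, so that the latter group depends on the setting.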

A majority of the marker genes for cluster 2 are predicted to be expressed at the beginning of pseudotime and the main functions are associated with the maintenance of basic cell biological processes such as nucleosome organization, axonogenesis, microtubule transport, and intracellular transport (Figure 2F). The genes ordered in the middle and end of pseudotime function for the regulation of synapse structure and activities.

Visual examination of the UMAP plots in Figure 1D suggested that cluster 2 was composed of two compartments, one with high and one with low *Pomc* abundance. Unsupervised reclustering of the differentially expressed genes from integrated cluster 2 confirmed the existence of two subclusters (Figure 2G). Subcluster 2–1 contained two-thirds of the neurons, which were *POMC*^(high)^ whereas subcluster 2–2 contained the other one-third of cluster 2 neurons, which in contrast, were *Pomc*^(low)^. 

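Reclustering of the 1306 cluster 2-like cells gave 3 parts at the lowest resolution that divided them. The first held 1135 cells (86.9%, 95% interval 85.0 to 88.7%), the second 102 cells (7.81%, 95% interval 6.41 to 9.40%) and the third 69 cells (5.28%, 95% interval 4.13 to 6.64%). Mean normalized counts of Pomc were 1.91, 1.09 and 54.0, so that the smallest part was the one with high Pomc. The share of the largest part moved most when the larger unnamed neuronal cluster was joined to these cells, a setting chosen after the data were seen, to 55.7%.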

As shown in Figure 2D, subcluster 2–2 contains cells mainly from the early developmental stages E11.5 to E15.5, whereas, subcluster 2–1 contains cells from E17.5 to P12. 

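The cells of the third part, with high Pomc, numbered 1 at E11.5, 3 at E13.5, 13 at E15.5, 13 at E17.5, 19 at P5 and 20 at P12, and those of the first part 433 at E11.5, 508 at E13.5, 122 at E15.5, 17 at E17.5, 45 at P5 and 10 at P12. The third part had a median of 5670 UMIs per cell, against 14890 in the first.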

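Among the 3 parts of the cluster 2-like cells, the part with high Pomc had the highest mean normalized counts of Nkx2-1 (1.65, against 0.383 in the first and 1.11 in the second part) and of Tbx3 (1.87, against 0.197 and 0.0561). Isl1 was highest in the first part (2.09), with 1.55 in the part with high Pomc and 0.358 in the second. The first and second parts had more Ebf1 (8.67 and 5.26, against 0.0511), more Crabp1 (14.4 and 5.38, against 0.0305) and more Crabp2 (4.88 and 9.93, against 0.235).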

Consistently, known activating TFs for *Pomc* expression such as *Nkx2-1*, *Isl1*, and *Tbx3* were limited to subcluster 2–1 while relatively high levels of *Ebf* and *Crabp* transcripts were characteristic of subcluster 2–2 (Figure 2—source data 2 and Figure 2—source data 3). 

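A Prdm12 UMI was found in 7.58% of cluster 2-like cells (median depth 14418.5 UMIs), against 3.32% of microglia-like and VLMC-like cells (median depth 11330) and 72.8% of cluster 1-like cells (median depth 19583). After thinning the shares were 1.30%, 0.547% and 17.0%. In the 3 parts of cluster 2-like the share before thinning was 7.14%, 1.96% and 23.2%, the last in the part with high Pomc. The mean normalized count over the class was 0.0719.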

Another distinctive feature of cells in cluster 2 (both subclusters) is the absence of *Prdm12* transcripts, one main component of cluster 1 (Figure 2A and D).

#### Cluster 3

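Nr4a2 (chromosome 2, 57106830 to 57124003) had its highest mean normalized count over all ages in cluster 3-like cells (6.75). By age it was 6.71 at E11.5, 11.3 at E13.5, 9.96 at E15.5, 3.67 at E17.5, 4.12 at P5 and 4.01 at P12, with 8 cells at E11.5 and 13 at E17.5. The background was 0.0850 to 0.640.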

*Pomc*^(med)^*/Nr4a2* neurons displayed high expression of its major feature gene *Nr4a2* (Nuclear Receptor Subfamily 4 Group A Member 2) (Figure 2—figure supplement 2). *Nr4a2* mRNA was also expressed at relatively high levels in clusters 2. 

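In cluster 2-like cells the mean normalized count of Nr4a2 was 3.49 over all ages and 1.61 at E11.5, 6.29 at E13.5 and 2.93 at E15.5. Cluster 8-like cells had 2.21. The other named neuronal classes had between 0.141 and 0.307, where the background was 0.166.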

*Pomc*^(med)^*/Ebf1* and 8. *Pomc*^(low)^*/Pitx2. Nr4a2* (*Nurr1*) has been implicated in the regulation of *Pomc* expression in the pituitary corticotropic cell line AtT20 (Kovalovsky et al., 2002). Furthermore, *Nr4a2* is a pioneer transcriptional regulator important for the differentiation and maintenance of meso-diencephalic dopaminergic (mdDA) neurons during development (Perlmann and Wallén-Mackenzie, 2004). It is crucial for expression of a set of genes including *Slc6a3* (plasma membrane dopamine transporter, DAT), *Slc18a2* (synaptic vesicular monoamine transporter, VMAT), *Th* (tyrosine hydroxylase), *Foxa1* and *Foxa2* (forkhead family TFs), and *Drd2* (dopamine receptor 2) that together define the dopaminergic neuronal phenotype (Hong et al., 2014; Jankovic et al., 2005; Saucedo-Cardenas et al., 1998; Smits et al., 2003). An additional key factor involved in the generation and maintenance of mdDA neurons, *Lmx1a* (Lim- and homeodomain factor 1a) (Andersson et al., 2006; Hong et al., 2014), was also a key feature gene of clusters 3 and 8 (Figure 2—figure supplement 2A and D) suggesting that POMC and DA neurons share at least part of their genetic differentiation programs.

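Lmx1a (chromosome 1, 167689237 to 167848741) had mean normalized counts of 2.17 in cluster 8-like and 1.66 in cluster 3-like cells. The other named neuronal classes lay between 0.0131 and 0.0622, with a background of 0.0179.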

Similar to cluster 2, reclustering of the differentially expressed genes from cluster 3 revealed two subclusters (Figure 2—figure supplement 2C). 

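Reclustering of the 415 cluster 3-like cells gave a larger part of 314 cells (75.7%, 95% interval 71.2 to 79.7%) and a smaller part of 101 cells. In the larger part Pomc had a mean normalized count of 1.53 and Nr4a2 of 6.99. Its cells numbered 8 at E11.5, 58 at E13.5, 86 at E15.5, 9 at E17.5, 127 at P5 and 26 at P12. The share moved most when the cells were divided by 2-means, to 68.9%, and to 82.4% in a setting chosen after the data were seen that joined the smaller unnamed neuronal cluster to them.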

Subcluster 3–1 constituted 72% of the main cluster 3 and was characterized by *Pomc*^(low)^ neurons with strong *Nr4a2* expression at all developmental ages. 

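Between the larger and the smaller part of the cluster 3-like cells, mean normalized counts were 0.794 and 0.0713 for Th (chromosome 7, 142892752 to 142931128), 0.631 and 0.448 for Foxa2, and 0.398 and 0.255 for Slc18a2. Slc6a3 (chromosome 13, 73536747 to 73578672) had 0.492 in the larger part and no UMI in the smaller one. Lmx1a was alike in both parts (1.67 and 1.63). By age Th had 2.37 at E11.5, 2.71 at E13.5, 0.599 at E15.5, no UMI at E17.5, 0.0271 at P5 and 0.133 at P12 in cluster 3-like cells, and Slc6a3 had 0.806 at E13.5 and 0.939 at E15.5 and at most 0.0317 at the other ages. Foxa2 fell from 1.69 at E11.5, 1.56 at E13.5 and 0.788 at E15.5 to 0.124 at P12. Clustered by age, the cells at E13.5 included 2 clusters led by cluster 3-like cells, of 30 and 27 cells, and those at E15.5 included 2, of 75 and 32 cells.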

Feature genes for subcluster 3–1 also included *Lmx1a*, *Slc6a3*, *Slc18a2, Foxa2*, and *Th*, all feature genes for developmental subclusters E13.5–10 and E15.5–11 derived from cluster 3 indicating that a fraction of cluster 3 neurons were dopaminergic and existed transiently during a 3-day developmental window (Figure 1—source data 2, Figure 2—source data 1). In contrast, subcluster 3–2 neurons were *Pomc*^(high)^ together with characteristic expression of the known *Pomc* transcriptional activator genes and were present only at ages P5 and P12. 

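The smaller part held 101 cells (24.3%, 95% interval 20.3 to 28.8%), 0 at E11.5, 1 at E13.5, 26 at E15.5, 4 at E17.5, 54 at P5 and 16 at P12. Its mean normalized counts were 1.06 for Pomc, 0.0923 for Isl1, 0.172 for Nkx2-1 and 0.161 for Tbx3. A part with high Pomc, from P5 and P12 alone, was found only with the smaller unnamed neuronal cluster joined to the cluster 3-like cells. It then held 89 cells, 18 from P5 and 71 from P12, with a mean normalized count of Pomc of 50.7, of Isl1 of 2.31, of Nkx2-1 of 0.977, of Tbx3 of 2.28 and of Nr4a2 of 0.528. The joined cluster itself held 92 cells, 18 from P5 and 74 from P12, so that the joining gave this part by construction. Its median was 3798 UMIs. After thinning, the share of P12 cells of the joined cluster with Nr4a2 was 7.09% of that in cluster 3-like cells.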

The dissociation of high *Pomc* expression with low *Nr4a2* expression in subcluster 3–2 suggests that the latter is not necessary for hypothalamic *Pomc* expression, unlike its role in pituitary corticotrophs (Murphy and Conneely, 1997).

#### Cluster 8

*Pomc*^(low)^*/Pitx2* is more closely related to clusters 2. *Pomc*^(med)^*/Ebf1* and 3. *Pomc*^(med)^*/Nr4a2* than to any of the others (Figure 2—figure supplement 2D). In addition to *Pitx2,* major feature genes were *Barhl1, Foxa1, Foxp2, Lmx1a/b,* and *Tac1* (Figure 1—source data 2). 

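Foxa1 (chromosome 12, 57540628 to 57546916), Foxp2 (chromosome 6, 14901349 to 15441977) and Tac1 (chromosome 6, 7554879 to 7565834) were highest in cluster 8-like cells among the named neuronal classes, with mean normalized counts of 6.57, 3.73 and 3.26. In cluster 3-like cells they had 1.51, 0.538 and 1.12, and the backgrounds were 0.0257, 0.157 and 0.119. Tac1 rose with age in cluster 8-like cells, with 0.0846 at E11.5, 1.02 at E13.5 and 3.79 at E15.5, and was highest after birth.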

Intriguingly, virtually all of the top cluster 8 defining genes (Figure 1—source data 2) are identical to those that characterize both the mesencephalic dopamine neurons and glutamatergic, non-dopaminergic, subthalamic nucleus neurons (Kee et al., 2017). Dual RNAscope in situ hybridization for *Pitx2* and *Pomc* showed limited overlap at E12.5 (Figure 2—figure supplement 2E). 

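Cck (chromosome 9, 121489824 to 121495694) had mean normalized counts of 5.04 at P5 and 2.51 at P12 in cluster 8-like cells (21 and 43 cells). At the same ages cluster 2-like cells had 0.770 and 0.891 and cluster 3-like cells 0.177 and 0.603, where the background was 0.00838 and 0.0232.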

Cluster 8 is the only cluster with the neuropeptide *Cck* as a feature gene at developmental ages P5 and P12 (Figure 1—source data 1 and Figure 2—source data 1).

#### Cluster 4

*Pomc*^(low)^*/Otp* cells uniquely expressed *Otp* at all developmental ages (Figure 3A). *Pomc* expression was moderate at E11.5 and then dropped to consistently lower levels through age P12 despite continued expression of *Isl1, Nkx2-1,* and *Tbx3*. 

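In cluster 4-like cells the mean normalized count of Pomc was 4.25 at E11.5, 4.50 at E13.5, 4.25 at E15.5, 2.37 at E17.5, 4.13 at P5 and 4.12 at P12. Isl1 had 9.11 at E11.5, 11.4 at E13.5, 7.43 at E15.5, 4.91 at E17.5, 3.53 at P5 and 2.17 at P12. Nkx2-1 had 3.52, 3.25, 2.19, 1.14, 1.30 and 0.832 and Tbx3 0.285, 1.12, 1.98, 2.29, 2.25 and 2.16, in the same order of ages. Numbers of cells were 34 at E11.5, 101 at E13.5, 436 at E15.5, 240 at E17.5, 125 at P5 and 70 at P12.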

Interestingly, expression of the other transcriptional modulator important for *Pomc* expression, *Prdm12*, was detected only at E11.5. 

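The mean normalized count of Prdm12 in cluster 4-like cells was 0.994 at E11.5, 0.128 at E13.5, 0.115 at E15.5, 0.0537 at E17.5, 0.131 at P5 and 0.0414 at P12. The backgrounds were 0.0469 at E11.5, 0.0286 at E13.5, 0.0389 at E15.5, 0.0388 at P5 and 0.0227 at P12, so that the levels from E13.5 to P5 also lay above the background where there was one.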

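Agrp (chromosome 8, 105566698 to 105637393) had mean normalized counts of 0.0860 at E11.5, 0.171 at E13.5, 1.45 at E15.5, 9.76 at E17.5, 4.11 at P5 and 17.3 at P12 in cluster 4-like cells, and Npy (chromosome 6, 49822710 to 49829507) had 2.20, 7.22, 6.18, 25.7, 22.2 and 46.0 at the same ages. The background was 0.0111 to 0.270 for Agrp and 0.0134 to 0.589 for Npy. An Agrp UMI was found in 5.88% at E11.5, 7.92% at E13.5, 24.8% at E15.5, 48.8% at E17.5, 26.4% at P5 and 54.3% at P12, and an Npy UMI in 47.1%, 42.6%, 34.9%, 58.8%, 35.2% and 67.1% of the cells. After thinning these shares were 2.94%, 1.98%, 14.2%, 37.2%, 15.2% and 42.9% for Agrp and 29.4%, 34.7%, 22.7%, 44.8%, 23.2% and 55.7% for Npy. In microglia-like and VLMC-like cells the shares before thinning were 2.00%, 2.47%, 1.09%, 1.72% and 11.8% for Agrp and 0.500%, 1.23%, 6.52%, 4.41% and 30.9% for Npy, at the ages other than E17.5. Median depths were 7860.5, 8613, 9046.5, 8296.5, 16496 and 25575 UMIs in cluster 4-like cells and 20642, 13563, 12538.5, 10941 and 10722 UMIs in the background cells.

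**Figure D3:**
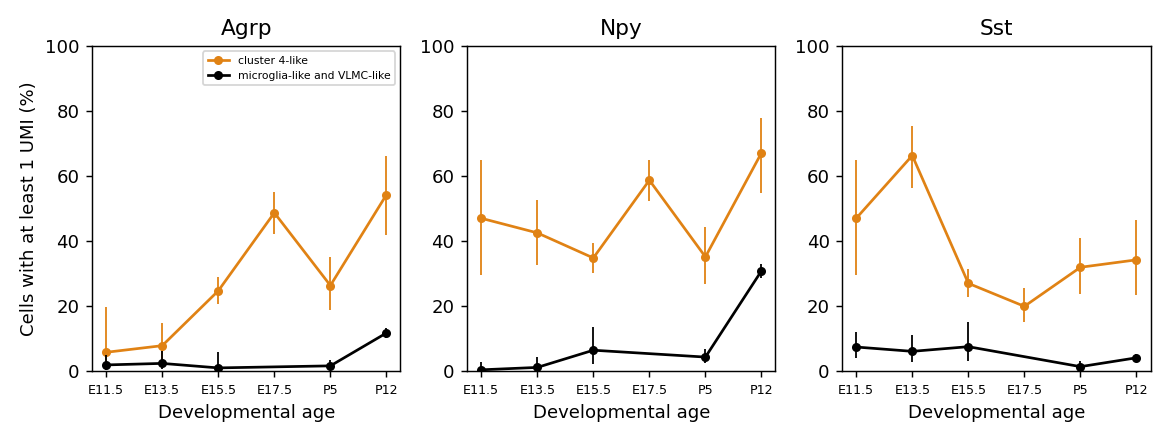
Share of cells (vertical axis, percent) with at least 1 UMI of Agrp, Npy or Sst in cluster 4-like cells (orange) and in microglia-like and VLMC-like cells (black) at the 6 ages, with 95% exact binomial intervals as bars and groups of fewer than 10 cells left out. In cluster 4-like cells the share with Agrp is 5.88% at E11.5 and 54.3% at P12.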

Other characteristic features of cluster 4 were increasing gradients of *Agrp, Npy,* and *Calcr* expression over the course of development (Figure 3A). Minimal co-expression of *Pomc* and *Npy* was confirmed by fluorescence in situ hybridization (FISH) at age E15.5 (Figure 3B). *Sst* was highly expressed in this cluster at ages E13.5, P5, and P12 with a temporary drop off at E15.5 and E17.5. 

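Sst (chromosome 16, 23889573 to 23890958) had mean normalized counts of 16.5 at E11.5, 36.3 at E13.5, 7.79 at E15.5, 3.22 at E17.5, 15.6 at P5 and 29.7 at P12 in cluster 4-like cells, with a background of 0.0438 to 0.260. The levels at E13.5 and P12 were above that at P5, and the level at E11.5 (34 cells) was close to it.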

Altogether, these patterns of gene expression indicate that a subpopulation of POMC neurons expressing *Otp* further differentiates into AGRP/NPY neurons as suggested previously by studies based on transgenic lineage tracing (Padilla et al., 2010). Most of the top enriched genes of this cluster are expressed in the middle and end portions of pseudotime prediction highlighting functions such as regulation of inhibitory synapses, ribosomal biogenesis, and synaptic vesicle cytoskeletal transport (Figure 3C). A map of gene expression in individual cells within the cluster 4 UMAP plot demonstrated that *Npy* was expressed in virtually all *Agrp* neurons, but few *Sst* neurons. 

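Of the cluster 4-like cells with an Agrp UMI, 236 of 306 (77.1%, 95% interval 72.0 to 81.7%) also had an Npy UMI. Of those without an Agrp UMI the share was 29.6% (207 of 700). Among the 313 cells with an Sst UMI, 43.1% (95% interval 37.6 to 48.8%) had an Npy UMI, and after thinning 68 of 235 (28.9%). The share of Agrp cells with Npy moved most under thinning, to 71.9%. Over all ages an Npy UMI was found in 21.5% of background cells. Median depths over all ages were 9303.5 UMIs in cluster 4-like and 11330 in background cells.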

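Sst and Agrp UMIs were found together in 31 of the 306 cluster 4-like cells with Agrp (10.1%, 95% interval 6.99 to 14.1%), against 282 of 700 (40.3%, 95% interval 36.6 to 44.0%) of the cells without Agrp. With at least 2 UMIs required of each gene the share fell to 1.20%, and after thinning to 0.985%. In background cells 4.26% had an Sst UMI.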

*Sst* and *Agrp* neurons were essentially separate cell populations (Figure 3D). 

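Slc32a1 (chromosome 2, 158610767 to 158615748) had a mean normalized count of 1.05 in cluster 4-like cells over all ages. It was higher in cluster 6-like cells (1.86) and next highest in cluster 3-like cells (0.285), with a background of 0.0356.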

The GABAergic marker *Slc32a1* encoding the vesicular inhibitory amino acid transporter was expressed at the second highest level in cluster 4 relative to all other clusters (Figure 1—source data 1), consistent with the GABAergic phenotype of mature AGRP/NPY neurons (Figure 3—figure supplement 1).

**Figure 3.**
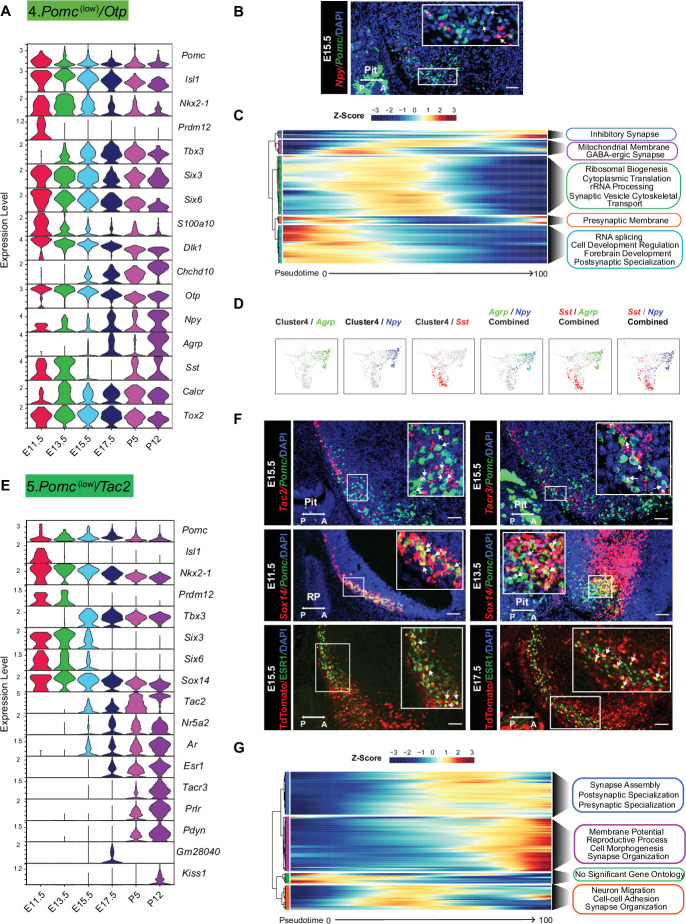
Temporal gene expression patterns of the *Pomc*^(low)^*/Otp* cluster and *Pomc*^(low)^*/Tac2* cluster. (**A** and **E**) Violin plots showing the expression of signature genes at each developmental stage in *Pomc*^(low)^*/Otp* cluster and *Pomc*^(low)^*/Tac2* cluster, respectively. (**B**) Fluorescence in situ hybridization showing the co-localization of *Pomc* (green) and *Npy* (red) at E15.5. (**C** and **G**) Heatmaps showing the gene ontology analysis based on the top marker genes in the order of pseudotime in *Pomc*^(low)^*/Otp* cluster and *Pomc*^(low)^*/Tac2* cluster, respectively. (**D**) Uniform Manifold Approximation and Projection (UMAP) plots showing cells in the *Pomc*^(low)^*/Otp* cluster expressing *Sst*, *Agrp*, *Npy*, *Sst*/*Agrp*, *Sst*/ *Npy,* or *Agrp/Npy*. Cells expressing *Sst* and cells expressing both *Agrp*/*Npy* are from two distinct cell populations. (**F**) Fluorescence in situ hybridization showing the co-localization of *Pomc* (green) and *Tac2* (red), the co-localization of *Pomc* (green) and *Tacr3* (red), and the co-localization of *Pomc* (green) and *Sox14* (red) at the indicated developmental stages. Immunofluorescence showing the co-localization of TDTOMATO (red) and ESR1 (green) at the indicated developmental stages. Insets are magnified views of the indicated boxes. Arrows indicate co-expressing neurons in the merged panels. Scale bar: 50 µm. Image orientation: left, posterior; right, anterior; Pit: pituitary gland, RP: Rathke’s pouch.

**Figure 3—figure supplement 1.**
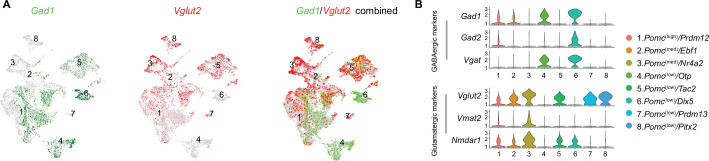
Distribution of GABAergic and glutamatergic neurons in POMC^DsRed^ cell clusters. (**A**) Uniform Manifold Approximation and Projection (UMAP) plots showing the distribution of cells with *Gad1* or *Vglut2* gene expression. (**B**) Violin plots showing expression of the GABAergic or glutamatergic marker genes in each neuronal cluster.

**Figure 3—figure supplement 2.**
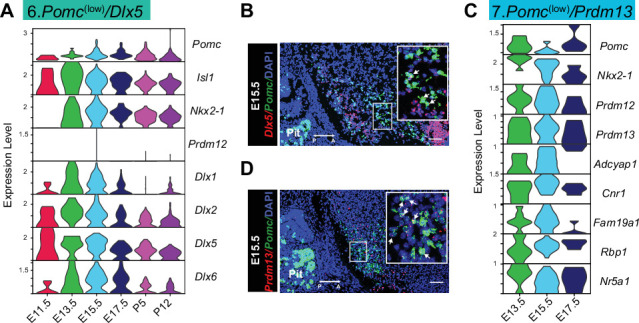
Temporal gene expression patterns of the *Pomc*^(low)^*/Dlx5* and *Pomc*^(low)^/*Prdm13* clusters. (**A**) Violin plots showing the expression of signature genes at each developmental stage in the *Pomc*^(low)^*/Dlx5* cluster. (**B**) Fluorescence in situ hybridization showing the co-localization of *Pomc* (green) and *Dlx5* (red). (**C**) Violin plots showing the expression of signature genes at each developmental stage in the *Pomc*^(low)^*/Prdm13* cluster. (**D**) Fluorescence in situ hybridization showing the co-localization of *Pomc* (green) and *Prdm13* (red). Insets are magnified views of the indicated boxes. Arrows indicate co-expressing neurons in the merged panels. Scale bar: 50 µm. Image orientation: left, posterior; right, anterior; Pit: pituitary gland.

#### Cluster 5

*Pomc*^(low)^*/Tac2* represents a distinct neuronal population from cluster 1 in its patterns of TFs associated with the development of mature POMC neurons and its low level of *Pomc* transcripts (Figure 3E). In particular, *Isl1* was highly expressed only at E11.5 and *Prdm12* at E11.5 and E13.5 in cluster 5. 

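Cluster 5-like cells had a mean normalized count of Pomc of 2.40 at E11.5, 2.85 at E13.5, 3.27 at E15.5, 3.29 at E17.5, 2.00 at P5 and 1.19 at P12. Tbx3 had no UMI at E11.5, 2.07 at E15.5 and 2.72 at P12. Nkx2-1 had 2.69 at E11.5, 10.5 at E13.5, 7.08 at E15.5 and 1.83 at P12.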

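In cluster 5-like cells Isl1 had mean normalized counts of 0.670 at E11.5, 0.810 at E13.5, 0.453 at E15.5, 0.344 at E17.5, 0.0639 at P5 and 0.0578 at P12, and Prdm12 had 0.393, 0.901, 0.657, 0.0868, 0.0133 and 0.0397 at the same ages. The backgrounds were 0.338 at E11.5, 0.204 at E13.5, 0.259 at E15.5 and 0.263 at P5 for Isl1, and 0.0389 at E15.5, 0.0388 at P5 and 0.0227 at P12 for Prdm12. Both genes were highest at E13.5. The levels at E11.5 rest on 88 cells, which may be a mixed group. Of a cluster of 197 cells found in that library alone and led by cluster 2-like cells, 33.5% were cluster 5-like. With all variable genes 17 cells at E11.5 were cluster 5-like, and Isl1 was then highest at E11.5.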

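Tac2 (chromosome 10, 127724478 to 127731768) rose in cluster 5-like cells from 0.0209 at E13.5, 2.51 at E15.5 and 3.83 at E17.5 to 23.8 at P5 and 80.5 at P12. Between E15.5 and P12, mean normalized counts rose from 0.237 to 2.39 for Esr1, from 0.0743 to 1.18 for Tacr3, from 0.0258 to 2.58 for Prlr and from 0.253 to 1.49 for Pdyn. Kiss1 (chromosome 1, 133321875 to 133329901) had no UMI at E11.5, no UMI at E13.5, 0.0277 at E15.5, 0.106 at E17.5, 0.247 at P5 and 0.408 at P12. Gm28040 overlaps Kiss1 on the same strand, and had 0.293 at E15.5 and 0.833 at E17.5 and no UMI at P5 or P12. The counting could thus have divided reads between both genes, and the embryonic libraries were counted against another list of genes than the postnatal ones.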

Starting from E15.5 through P12 there was a gradual onset of expression for a set of genes including *Tac2, Ar, Esr1, Tacr3, Prlr, Pdyn,* and *Kiss1/Gm28040* isoforms (Figure 3E). Confirmations of co-expression for *Pomc* with either *Tac2, Tacr3* and *Sox14* or TDTOMATO with ESR1 at several embryonic ages are shown in Figure 3F. Interestingly, *Sox14* has been reported to be necessary for expression of *Kiss1* (Huisman et al., 2019). Most of the top enriched genes for this cluster are inferred to be expressed at the middle to end portions of the pseudotime prediction, and their functions are related to reproduction, synapse assembly/organization, pre/post-synaptic specialization, and neuron migration (Figure 3G). Taken together, this ensemble of genes is characteristic of adult Arc KNDY neurons that play an essential role in the control of reproductive physiology. A previous publication based on transgene lineage tracing also concluded that a significant subpopulation of KNDY neurons is derived from POMC progenitor cells (Sanz et al., 2015).

A prominent and unique characteristic of cluster 6. *Pomc*^(low)*/*^*Dlx5* neurons was the expression of members of the *Dlx* family of homeobox TFs (Figure 3—figure supplement 2A and B). The six family members are usually expressed in three linked pairs of isoforms: 1 and 2, 3 and 4, or 5 and 6. Cluster 6 was enriched in *Dlx1/2,* and *Dlx5/6* together with *Dlxos1*. The *Dlx1/2* pair is known to activate expression of *Ghrh* in the mouse Arc (Lee et al., 2018). However, there were no transcripts for *Ghrh* expressed in cluster 6 or any of the other *Pomc* neuronal clusters suggesting that *Dlx1/2* are not sufficient to induce *Ghrh* expression. Moreover, it has been recently shown that *Dlx1/2* binding to *Otp* regulatory elements inhibits OTP production, subsequently reducing downstream *Agrp* expression (Lee et al., 2018). 

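A low number of Ghrh (chromosome 2, 157329497 to 157347506) UMIs was counted in neurons, 204 in 10807 neurons. They were found in 1.80% of neurons (median depth 15050 UMIs) and 0.0391% of microglia-like and VLMC-like cells (median depth 11330), and after thinning in 0.250% of neurons and in none of the background cells, which allows up to 0.117%. In cluster 6-like cells 11 UMIs were counted (1.79% of cells), and in cluster 1-like cells 102 (2.19%). The mean normalized count over all neurons was 0.0130.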

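Pnoc (chromosome 14, 65400673 to 65425472) had a mean normalized count of 1.16 in cluster 6-like cells over all ages, the highest of the named neuronal classes, followed by 0.423 in cluster 4-like cells. Pdyn (chromosome 2, 129686565 to 129699844) had 0.618 in cluster 6-like and 0.654 in cluster 5-like cells. The backgrounds were 0.0242 and 0.0399.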

Cluster 6 had the highest expression of the opioid prepronociceptin (*Pnoc*) compared to the other integrated clusters, but low levels of preprodynorphin (*Pdyn*), similar to cluster 5 KNDY neurons.

#### Cluster 6

It had the highest *Gad1*, *Gad2,* and *Slc32a1* (*Vgat,* vesicular inhibitory amino acid transporter) expression density of all clusters with virtually no *Slc17a6* (*Vglut2,* vesicular glutamate transporter 2) expression, suggesting that these differentiating neurons were exclusively GABAergic. 

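Gad1 (chromosome 2, 70553072 to 70602014) and Gad2 (chromosome 2, 22622205 to 22693874) were highest in cluster 6-like cells among the named neuronal classes, with mean normalized counts of 2.09 and 0.760. Slc17a6 (chromosome 7, 51622006 to 51671119) had 0.0752 in these cells, below its background of 0.123.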

A comparison of GABAergic and glutamatergic markers among the eight neuronal clusters is shown in Figure 3—figure supplement 1. 

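In cluster 4-like cells the mean normalized count was 0.914 for Gad1 and 0.361 for Gad2, with backgrounds of 0.0803 and 0.0859. Slc17a6 had 0.0756 there, also below its background.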

Cluster 4 neurons were also uniformly GABAergic. Cluster 1 neurons contained a mixture of glutamatergic and GABAergic markers with the exception of undetectable *Slc32a1*. However, they did express low levels of *Slc18a2* (*Vmat2*, vesicular monoamine transporter 2), which possibly functions as an alternative vesicular GABA transporter in some dopamine neurons (German et al., 2015). This combination of mixed glutamatergic and GABAergic features in cluster 1 is characteristic of postnatal POMC neurons (Wittmann et al., 2013; Jones et al., 2019) and was also present to a limited extent in cluster 2. 

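Cluster 1-like cells had mean normalized counts of 0.462 for Slc17a6, 0.385 for Gad1 and 0.316 for Gad2. From E11.5 to P12 Slc17a6 rose from 0.207 to 0.721, Gad1 from 0.0129 to 0.886 and Gad2 from 0.0964 to 1.27. Slc32a1 had 0.0406 and was not detectable above the background.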

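Slc18a2 (chromosome 19, 59260896 to 59296012) had mean normalized counts of 0.0904 at E11.5, 0.0550 at E13.5, 0.0612 at E15.5, 0.0421 at E17.5, 0.189 at P5 and 1.32 at P12 in cluster 1-like cells, with a background of 0.0195 to 0.0530.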

The remaining neuronal clusters 3, 5, 7, and 8 were all uniformly glutamatergic.

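Slc17a6 had mean normalized counts of 2.99 in cluster 3-like cells, 1.80 in cluster 8-like cells and 1.09 in cluster 5-like cells. Among these classes Gad1 had 0.0470, 0.0179 and 0.295 and Slc32a1 0.285, 0.0175 and 0.0885, in the same order. In cluster 5-like cells Slc32a1 was higher at E11.5 (1.62, 88 cells), where 17 cells were so named with all variable genes. Cluster 7 was not found as a class of its own.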

#### Cluster 7

*Pomc*^(low)^*/Prdm13* contained the smallest number of cells among the eight neuronal clusters, and the cells were primarily limited to developmental ages E13.5–E17.5 (Figure 1B). 

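With all variable genes used for the clustering, the genes named in the text included, a cluster 7-like class of 120 cells was found, the smallest of the named neuronal classes in that setting. Its cells numbered 1 at E11.5, 26 at E13.5, 68 at E15.5, 14 at E17.5, 6 at P5 and 5 at P12. With 30 principal components in place of 50 the class held 105 cells, 59 of them at E15.5. Without integration the name fell to a class of 4017 cells, of which 11 were from P5 and 4 from P12.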

Feature genes included *Prdm13, Nr5a1, Adcypap1, Cnr1, Fam19a1, Rbp1,* and *Pdyn* (Figure 3—figure supplement 2C). *Prdm13* was reported recently (Chen et al., 2020) to be highly expressed in E15.5 POMC cells.

We further analyzed all of the neurons and non-neuronal cells by reclustering them based on their individual developmental ages (Figure 4) rather than for their gene expression profiles integrated across all ages. 

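Clustering of each library by itself with the settings that the paper gives for its age gave 9 clusters at E11.5, 11 clusters at E13.5, 12 clusters at E15.5, 7 clusters at E17.5, 14 clusters at P5 and 17 clusters at P12. A neuronal class was the largest group in 8, 10, 10, 7, 10 and 9 of these, respectively.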

Average gene expression levels for each of these developmental subclusters are listed in Figure 4—source data 1 and the feature genes defining the developmental subclusters are listed in Figure 4—source data 2. 

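Each cluster of a single age was set against the classes found over all ages. Cluster 1-like cells were the largest group in 1 cluster at E11.5, 4 clusters at E13.5, 3 clusters at E15.5, 3 clusters at E17.5, 4 clusters at P5 and 2 clusters at P12. At least 90% of the cells belonged to a single class in 4, 7, 5, 3, 11 and 13 of the clusters at these ages.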

Based on these data, it was then possible to trace the temporal continuity between developmental subclusters from age E11.5 to P12 relative to the original integrated cell cluster identities (Figure 4—figure supplement 1). These data are important because they connected the dynamic nature of gene expression profiles at each embryonic stage leading to the eventual transcriptomes present in the postnatal time points.

**Figure 4.**
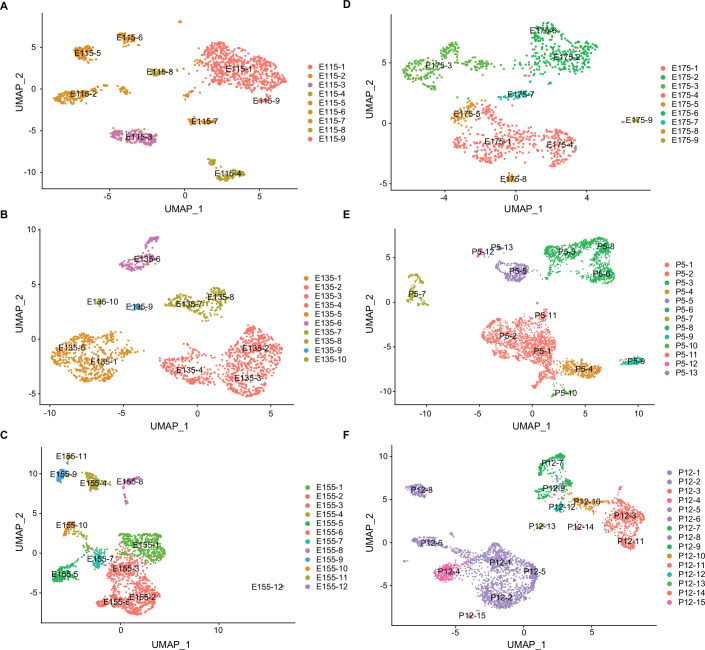
Uniform Manifold Approximation and Projection (UMAP) plots showing the distribution of major cell clusters at each developmental stage. (**A**) E11.5, (**B**) E13.5, (**C**) E15.5, (**D**) E17.5, (**E**) P5, and (**F**) P12. The developmental subclusters derived from each primary cluster are colored to corresponding cells in the UMAP plot in Figure 1B. Figure 4—source data 1.Average gene expression obtained from the Seurat analysis of each subcluster unique to the six developmental stages (corresponding to Figure 4 and Figure 4—figure supplement 1). Figure 4—source data 2.Feature genes that define each subcluster at each of the six developmental stages (corresponding to Figure 4 and Figure 4—figure supplement 1).

**Figure 4—figure supplement 1.**
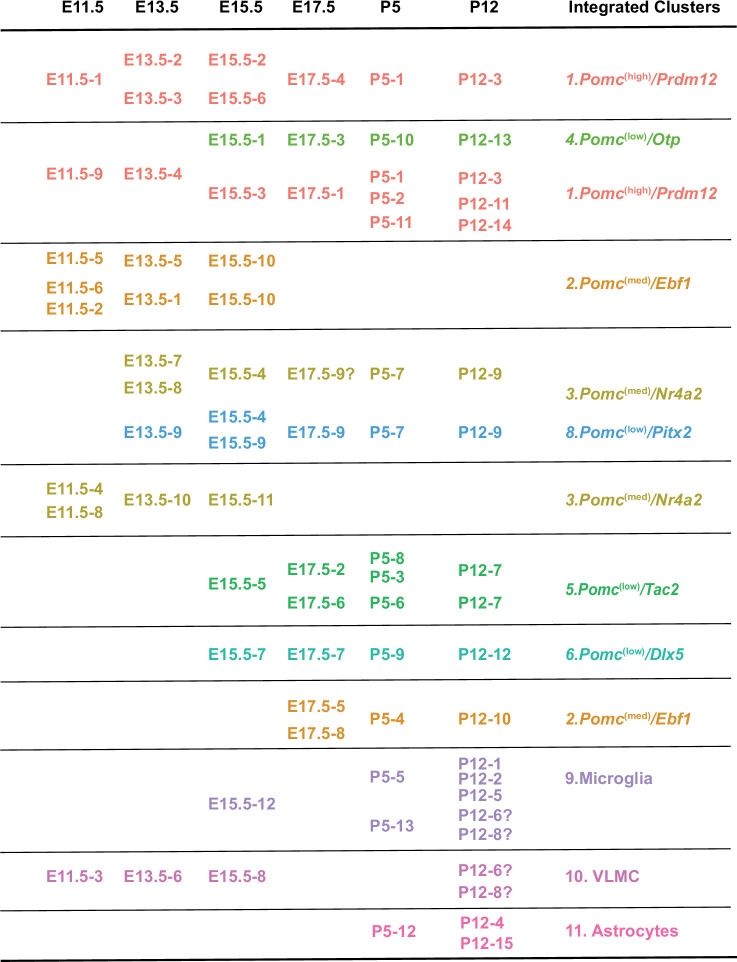
POMC^DsRed^ developmental cell subclusters shown in Figure 4 are projected to the original integrated cell clusters from Figure 1. The projections were based on the Seurat analysis and manual comparisons of feature genes in each subcluster (Figure 1—source data 2 and Figure 4—source data 2). The clusters from individual stages leading to the same final integrated clusters are labeled with the same color. Question marks indicate uncertainties of individual projections.

**Figure 4—figure supplement 2.**
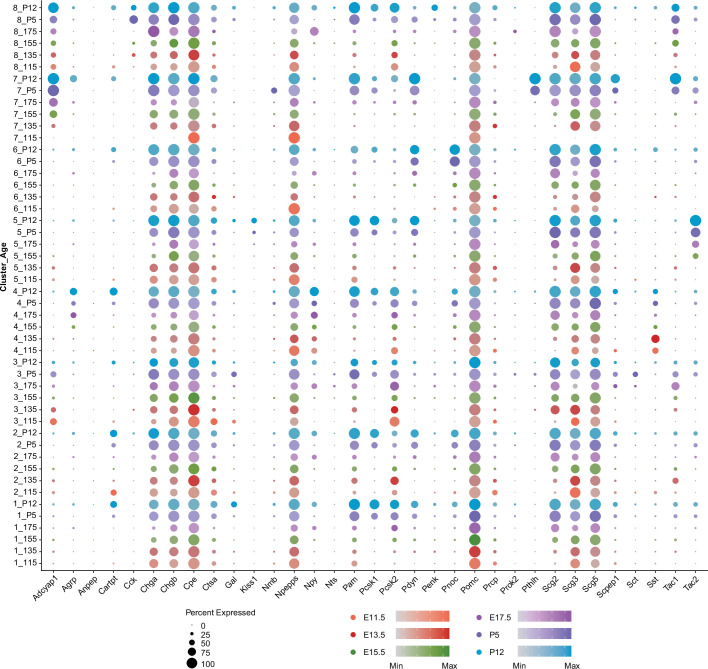
Overview of neuropeptide, secretory granule, and processing enzyme gene expression patterns across clusters and developmental ages. The size of dots indicates the percentage of cells expressing the specific transcripts. The color intensity corresponds to the levels of normalized gene expression.

**Figure 4—figure supplement 3.**
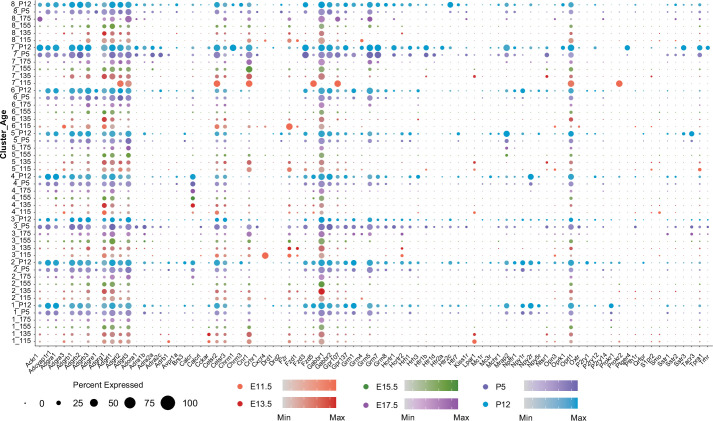
Overview of G-protein-coupled receptor (GPCR) gene expression patterns across clusters and developmental ages. The size of dots indicates the percentage of cells expressing the specific transcripts. The color intensity corresponds to the levels of normalized gene expression. The list of genes was acquired from https://www.guidetopharmacology.org/targets.jsp and Gene Ontology (GO:0005576).

### Comparison of transcriptional profiles for neuropeptides, neuropeptide processing enzymes, neuroendocrine secretory proteins, and GPCRs in the eight neuronal POMC clusters at each developmental age

We identified 19 unique neuropeptide prohormone genes that were clearly differentially expressed features in at least one of the neuronal clusters at one or more developmental ages (Figure 4—figure supplement 2, Figure 2—source data 1). In addition to the neuropeptide genes already mentioned as characteristic features of certain clusters, additional neuropeptides were featured in other clusters primarily at postnatal ages P5 and P12. 

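Among the named neuronal classes, the highest mean normalized counts of Gal (chromosome 19, 3409915 to 3414544) after birth were 0.416 in cluster 3-like cells at P5 and 1.12 in cluster 2-like cells at P12. For Tac1 they were 8.36 in cluster 8-like cells at P5 and 10.9 in cluster 8-like cells at P12, for Adcyap1 1.87 in cluster 8-like cells at P5 and 3.81 in cluster 8-like cells at P12, for Cartpt 0.861 in cluster 2-like cells at P5 and 3.51 in cluster 2-like cells at P12 and for Pthlh 0.393 in cluster 3-like cells at P5 and 0.658 in cluster 3-like cells at P12. Over all neurons Cartpt had 1.70 at E11.5, 0.0999 at E13.5, 0.0602 at E15.5, 0.0564 at E17.5, 0.176 at P5 and 2.11 at P12, so that it was also high at E11.5.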

Notable examples are *Gal, Tac1, Adcyap1, Cartpt,* and *Pthlh*. Unlike the mosaic of neuropeptide gene expression profiles across clusters and developmental ages, the neuroendocrine secretory proteins, characteristic of dense core granules, were expressed ubiquitously in all eight neuronal clusters with similar gradients across all developmental ages (Figure 4—figure supplement 2). These included members of the chromogranin (*Chga* and *Chgb*) and secretogranin (*Scg2, Scg3,* and *Scg5*) families. 

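Over all neurons, the lowest and highest mean normalized counts were 0.469 at E17.5 and 1.60 at P12 for Chga, 0.966 at E11.5 and 3.61 at P12 for Chgb, 0.155 at E11.5 and 9.33 at P5 for Scg2, 0.923 at E17.5 and 1.58 at E11.5 for Scg3 and 1.04 at E11.5 and 5.86 at P5 for Scg5. Over all ages each named class had at least 0.856 for Chga, 1.11 for Chgb, 0.986 for Scg2, 0.997 for Scg3 and 2.18 for Scg5, where the backgrounds were 0.125, 0.230, 0.640, 0.130 and 0.350.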

Among the prohormone processing enzymes, *Pcsk1* was prominently expressed only at P5 and P12 in most neuronal clusters while *Pcsk2* was expressed at both embryonic and postnatal ages in the same clusters as *Pcsk1. 

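Pcsk1 (chromosome 13, 75089826 to 75134861) had mean normalized counts of 0.0229 at E11.5, 0.0113 at E13.5, 0.0279 at E15.5, 0.0411 at E17.5, 0.418 at P5 and 0.887 at P12 over all neurons, with backgrounds of 0.0644 at P5 and 0.0619 at P12. The step between E17.5 and P5 is also the step between reagents. At P12 the named neuronal classes had between 0.301 and 1.88. Pcsk2 (chromosome 2, 143546156 to 143816285) had 0.278, 0.820, 0.568, 0.807, 0.627 and 1.04 at the 6 ages, and its lowest levels among the named neuronal classes over all ages were 0.198 in cluster 6-like and 0.255 in cluster 5-like cells.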

Pam* was expressed in the same cluster/developmental age pattern as *Pcsk1*. 

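Pam (chromosome 1, 97795114 to 98095646) had mean normalized counts of 0.396 at E11.5, 0.496 at E13.5, 0.444 at E15.5, 0.619 at E17.5, 1.19 at P5 and 2.07 at P12 over all neurons. The backgrounds were 0.153 at E11.5, 0.401 at E13.5, 0.430 at E15.5, 0.193 at P5 and 0.144 at P12, so that the levels at E13.5 and E15.5 were close to the background. At P12 the named neuronal classes ranged from 0.597 to 2.47.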

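A Cpe (chromosome 8, 64592542 to 64693054) UMI was found in 98.9% of neurons at E11.5, 98.3% at E13.5, 95.8% at E15.5, 88.6% at E17.5, 99.6% at P5 and 98.9% at P12. In microglia-like and VLMC-like cells the share was 48.5%, 45.1%, 46.7%, 46.6% and 57.4% at the ages other than E17.5. After thinning, the shares were 58.5%, 65.6%, 58.8%, 51.5%, 61.7% and 60.8% of neurons and 9.00%, 11.1%, 15.2%, 18.4% and 19.4% of background cells. Median depths were 16724, 12784, 10587, 8046.5, 20311 and 30131 UMIs in neurons and 10722 to 20642 UMIs in background cells. The mean normalized count of Cpe in neurons lay between 3.75 at E17.5 and 6.04 at E13.5, against a background of 0.518 to 1.25.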

Only *Cpe* was expressed in virtually all neurons at all developmental ages.

Split plots of G-protein-coupled receptor (GPCR) gene expression revealed a wide range of cluster- and age-specific patterns (Figure 4—figure supplement 3). 

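Cnr1 (chromosome 4, 33924593 to 33948831) had its highest mean normalized count over all ages in cluster 3-like cells (0.918), followed by 0.699 in cluster 2-like cells, 0.679 in cluster 1-like cells and 0.649 in cluster 8-like cells. The background was 0.0366.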

*Cnr1* (cannabinoid receptor 1) was an important feature primarily of cluster 7 and the two interrelated clusters 3 and 8. The two metabotropic GABA receptors *Gabbr1* and *Gabbr2* were strongly expressed in all eight neuronal clusters but differed in their developmental gradients. 

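Over all neurons Gabbr1 (chromosome 17, 37045966 to 37075067) had mean normalized counts of 1.65 at E11.5, 3.59 at E13.5, 2.31 at E15.5, 2.22 at E17.5, 3.49 at P5 and 4.92 at P12, and Gabbr2 (chromosome 4, 46662305 to 46991873) had 0.0404, 0.0578, 0.0868, 0.171, 0.623 and 0.861 at the same ages. The backgrounds were 0.334 to 0.761 for Gabbr1 and 0.00465 to 0.108 for Gabbr2. The rise of Gabbr2 from E17.5 to P5 falls on the change of reagents.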

*Gabbr1* was expressed at all developmental ages while *Gabbr2* transcripts were largely present only in more mature neurons at postnatal ages P5 and P12. 

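Oprl1 (chromosome 2, 181715016 to 181720985) had mean normalized counts of 0.418 at E11.5, 0.644 at E13.5, 0.662 at E15.5, 0.547 at E17.5, 0.683 at P5 and 1.05 at P12 over all neurons, with a background of 0.0317 to 0.0990. Over all ages the named neuronal classes ranged from 0.529 to 0.789.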

The opioid receptor *Oprl1* that is selectively activated by nociception/orphanin FQ (Toll et al., 2016) stood out for its consistently strong expression in all eight neuronal clusters, particularly at postnatal days P5 and P12.

The prokineticin receptor 1 (*Prokr1*) was selectively expressed together with the GPCR accessory protein gene *Mrap2* in cluster 1 *Pomc*^(high)^*/Prdm12* neurons. 

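Prokr1 (chromosome 6, 87578591 to 87590743) had a mean normalized count of 0.209 in cluster 1-like cells over all ages and at most 0.0302 in the other named neuronal classes, with a background of 0.0147. Mrap2 (chromosome 9, 87144306 to 87184045) had 0.221 in cluster 1-like cells and was highest in cluster 5-like cells (0.950).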

Although MRAP2 was initially identified as an activating modulator of melanocortin receptor signaling, consequently reducing food intake, it was subsequently shown to be promiscuous in its interaction with additional GPCRs (Srisai et al., 2017). Unlike its action on MC4R signaling, MRAP2 inhibits PROKR1 signaling to promote food intake in mice independently of its interaction with MC4R (Chaly et al., 2016). Therefore, the co-expression of *Prokr1* and *Mrap2* in anorexigenic POMC neurons suggests an additional mechanism for PROKR1’s regulation of energy homeostasis by modulating the release of melanocortins from POMC neurons. 

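Npy2r (chromosome 3, 82538383 to 82548084) had mean normalized counts of 0.280 in cluster 1-like and 0.248 in cluster 4-like cells over all ages. The other named neuronal classes had at most 0.0658, and the background was 0.0450. In cluster 1-like cells it had 0.0378 at E17.5, 0.394 at P5 and 1.01 at P12 and no UMI at E11.5 or E13.5.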

Finally, the high expression of *Npy2r* (neuropeptide Y receptor 2) in both clusters 1 and 4 matches well with its expression in adult anorexigenic POMC neurons and orexigenic AGRP/NPY neurons, respectively.

### TRAP-seq analysis of POMC-expressing cells at P12 and P60

To define the important genetic programs that direct the transition from early postnatal to adulthood and to compare the differences of the transcriptional programs that guide embryonic vs. postnatal/adult development, we performed Translating Ribosome Affinity Purification TRAP-seq using compound *Pomc-CreERT2; Rosa26-eGFPL10a* transgenic mice where POMC neurons are labeled with a *eGFPL10a* tag after tamoxifen administration at specific developmental stages. Colocalization of POMC and GFP immunoreactivity confirms the expression of *eGFPL10a* in Arc POMC neurons upon tamoxifen injection (Figure 5A). Anti-GFP-conjugated beads were used to pull down actively translating RNAs bound to the eGFPL10a ribosomes from hypothalamic extracts. Both the pull-down mRNA samples and the resultant supernatant mRNA samples were subjected to RNA sequencing. Principal component (PC) analysis shows distinct separation of pull-down and supernatant samples at both ages P12 and P60 from three independent experiments, suggesting good quality of these samples and the intrinsic differences between pull-down and supernatant samples (Figure 5B). Both *Pomc* and *GFP* were highly expressed in TRAP pull-down samples relative to the supernatants (Figure 5C), further validating the specificity of the TRAP-seq method. Gene enrichment analysis identified 1143 and 1047 highly enriched genes (p < 0.05) from *Pomc- eGFPL10a* P12 and P60 TRAP-seq pull-downs, respectively (Figure 5D, Figure 5—source data 1 and Figure 5—source data 2), from which 653 genes expressed in both datasets (Figure 5E). We hypothesize that the commonly expressed genes may be associated with the maintenance of POMC functional identity, whereas the uniquely expressed genes at P12 or P60 may be related to distinct age-dependent biological phenomena. To test this hypothesis, we performed gene ontology analysis on the 653 co-expressed genes, 394 P60 specifically expressed genes and 490 P12 specifically expressed genes. The results demonstrate that the commonly expressed genes are associated with the establishment and maintenance of neuron structure and basic neuronal functions. The top three functional annotations include the organization of synapses, regulation of neuron differentiation, and cytoskeleton-dependent intracellular transport. The ontology annotations on the uniquely expressed genes from P12 and P60 are dramatically different from each other. The functions of P12 uniquely enriched genes emphasize basic cellular metabolism, cellular modeling, and biochemical changes, whereas, the P60 enriched genes are related to the maturation of POMC neurons such as neurotransmitter development and POMC-specific function establishment including the responses to nutrient, and the construction of feeding behavioral circuits (Figure 5F). We next compared the TRAP-seq commonly expressed genes to our developmental scRNA-seq data to examine their expression levels in each cluster and each age. Approximately one-third (241) of the genes shown in the heatmaps on the left are abundantly expressing in the scRNA-seq dataset across all the clusters. Notably, compared to the four embryonic stages, a constantly higher transcript abundance was observed at both P5 and P12 ages (gray outlined boxes in Figure 5G), indicating great genetic similarities between P5 and P12. Intriguingly, the patterns of expression levels are very similar in both the P12 and P60 TRAP-seq datasets (Figure 5G, right heatmaps). To gain a better visualization of the distribution of TRAP-seq common genes expression at a single-cell level, we grouped the 241 genes as one module, calculated module scores based on the normalized counts and projected the scores to a UMAP plot of the eight neuronal clusters (Figure 5H). Most cells from cluster 1 (*Pomc*^(high)^*/Prdm12*), cluster 5 (*Pomc*^(low)*/*^*Tac2*), cluster 3 (*Pomc*^(med)^*/Nr4a2*), and a subcluster of cluster 2 (*Pomc*^(med)^*/Ebf1*) present a higher module score (high gene expression levels). Assessment together with Figure 6B confirms that most of the high scoring cells are derived from the two postnatal stages (P5 and P12).

**Figure 5.**
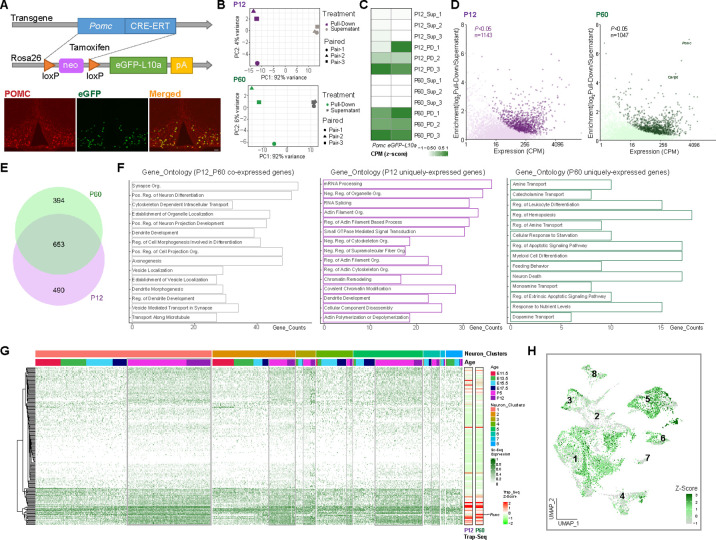
Translating ribosome affinity purification with RNA-sequencing (TRAP-seq) showing gene enrichment and gene expression profiles at P12 and P60. (**A**) Schematic diagram showing the generation of *Pomc-CreERT2; ROSA26^eGFP-L10a^* mice for TRAP-seq experiment. Immunofluorescence validated the co-localization of proopiomelanocortin (POMC) and eGFP. (**B**) Principal component analysis showing the separation of the RNA sequencing data from beads pull-down vs. supernatant at P12 (purple) and P60 (green), respectively. (**C**) Heatmap showing both *Pomc* and eGFP were highly expressed in beads pull-down samples. Rows are the biological replicates of each sample. Sup: Supernatant samples; PD: pull-down samples. Data were presented as scaled counts per million (CPM). (**D**) Gene enrichment plots showing 1143 genes and 1047 genes were significantly expressed in beads pull-down samples at P12 and P60, respectively (p < 0.05). (**E**) Venn diagram showing the number of genes highly enriched in both P12 (purple) and P60 (green) beads pull-down samples. (**F**) Gene ontology analysis showing the top 15 biological processes that were represented in P12 and P60 co-expressed genes, P12 uniquely expressed genes and P60 uniquely expressed genes. (**G**) Expression profile of the top enriched genes from both P12 and P60 TRAP-seq datasets across eight neuronal clusters; gray boxes indicate the higher expression of these genes in the two postnatal stages. The two heatmaps (right) indicating the top genes expression in P12 and P60 TRAP-seq datasets. (**H**) Uniform Manifold Approximation and Projection (UMAP) plot showing the distribution of the top enriched genes from both P12 and P60 TRAP-seq datasets in eight neuronal cell clusters. CPM: counts per million; org.: organization; reg.: regulation; pos.:positive; neg.: negative. Figure 5—source data 1.Differentially expressed genes by RNA translating ribosome affinity purification with RNA-sequencing (TRAP-seq) between pull-down vs. supernatant at age P12 (corresponding to Figure 5). Figure 5—source data 2.Differentially expressed genes by RNA translating ribosome affinity purification with RNA-sequencing (TRAP-seq) between pull-down vs. supernatant at age P60 (corresponding to Figure 5).

**Figure 6.**
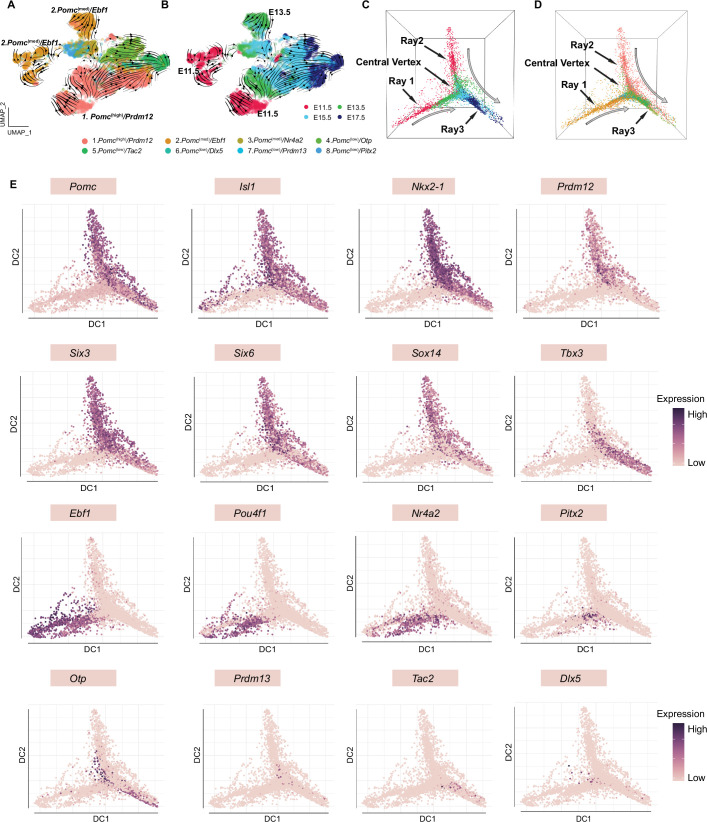
RNA velocity and diffusion maps analyses illustrating the developmental trajectories of hypothalamic neuronal clusters. (**A**) RNA velocity analysis showing the multiple origins of embryonic proopiomelanocortin (POMC) cells in eight neuronal clusters according to Seurat analysis cell embedding. (**B**) RNA velocity analysis showing the multiple origins of POMC cells correspond to the early embryonic stages. (**C–D**) Diffusion map showing the cell lineages of POMC neurons during embryogenesis. Cells are colored on the basis of their developmental stage (**C**) or based on their previously defined clusters (**D**). (**E**) Diffusion maps showing the expression of selected genes according to previous characterization of the feature genes representing each cluster. The color intensity corresponds to the normalized gene expression from Seurat analysis.

**Figure 6—figure supplement 1.**
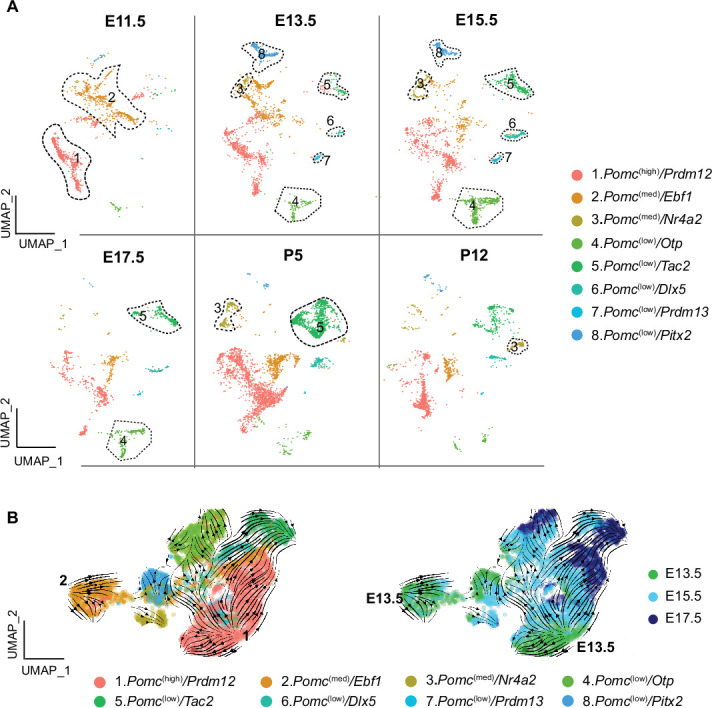
Overview of neuronal clusters split by developmental stages. (**A**) Uniform Manifold Approximation and Projection (UMAP) plots showing the splitting of neuronal clusters by developmental stages. Clusters were dash-dot circled to show the emerging/evolving progress through development. (**B**) RNA velocity analysis showing the multiple origins of proopiomelanocortin (POMC) cells are mainly from 1. *Pomc*^(high)^*/Prdm12* and 2. *Pomc*^(med)^*/Ebf1* clusters and are mainly from E11.5 and E13.5. (**C**) RNA velocity analysis on neurons from three late embryonic stages (E13.5, E15.5, and E17.5) showing two origins of POMC cells from 1. *Pomc*^(high)^*/Prdm12* and 2. *Pomc*^(med)^*/Ebf1* clusters at E13.5.

### Developmental relationships of gene expression patterns in the eight neuronal POMC clusters at four embryonic ages

To investigate the gene expression trajectories of developing POMC neurons, we performed an RNA velocity analysis of cells from the eight neuronal clusters focusing on the four embryonic stages. This RNA velocity analysis revealed a major origin of POMC neurons captured by the *Pomc*^(high)^*/Prdm12* cluster and a minor origin depicted by the *Pomc*^(med)^*/Ebf1* cluster (Figure 6A and B), which is consistent with the early appearance of these two clusters at E11.5 (Figure 6—figure supplement 1). Further investigation of cells from E13.5, E15.5, and E17.5 also suggest a dual origin from *Pomc*^(high)^*/Prdm12* or *Pomc*^(med)^*/Ebf1* clusters (Figure 6—figure supplement 1).

To further validate the hypothesis of a dual origins of POMC neurons and to better visualize cell trajectories in three-dimensional Euclidean space, we constructed diffusion maps of all neurons from the four embryonic stages (Figure 6C). The image depicts a triangular beveled star polygon with rays 1 and 2 derived primarily from distinct groups of neurons at ages E11.5 and E13.5, a center vertex containing individual neurons from the intermediate ages E13.5 and E15.5 and a third ray with neurons from ages E15.5 and E17.5. 

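A diffusion map of the 6022 embryonic neurons was made with the diffusion-map function of scanpy on 50 principal components and 300 neighbours. The 5% of cells at either end of a component (301 cells) were taken as its ends. One end of the first component held 86.0% cells from E13.5 and 6.64% from E11.5. One end of the second held only cells from E11.5. The opposite end of the first component held 78.4% cells from E17.5 and 21.6% from E15.5. The 301 cells nearest the centre were 80.7% from E15.5 and 14.3% from E13.5.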

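At the end of the first component with E13.5 cells, 98.7% of the cells were cluster 2-like. At the end of the second component with E11.5 cells, 97.3% were cluster 1-like, and at the late end of the first component 99.7% were cluster 5-like. The cells nearest the centre came from 8 classes, with 44.5% cluster 3-like and 22.6% cluster 8-like cells leading. With 50 neighbours in place of 300, a setting chosen after the data were seen, the cluster 1-like share at the end of the second component fell to 6.31%, and an end of the third component held 98.01% cluster 1-like cells, all from E11.5. The centre then held 94.0% cluster 1-like cells. When all variable genes were used, also chosen after the data were seen, the centre held 22.6% cluster 1-like and 5.65% cluster 3-like cells.

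**Figure D4:**
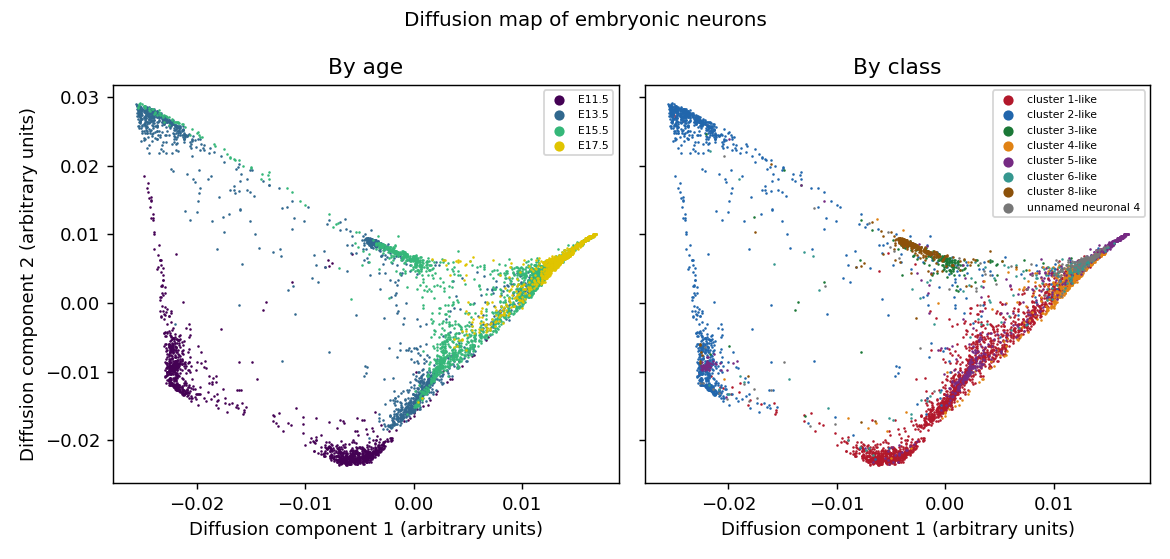
Diffusion map of the embryonic neurons, with the first component on the horizontal and the second on the vertical axis (arbitrary units) and each point a cell, coloured by age (left) and by class (right). The larger unnamed neuronal cluster is shown as unnamed neuronal 4, and cells from E11.5 and from E17.5 lie at different ends.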

The same data are alternatively color-coded for each neuron’s cluster identity (Figure 6D) showing that ray 1 is primarily derived from cluster 2, ray 2 from cluster 1, the center vertex from a convergence of all clusters 1–8 and ray 3 from clusters 1, 2, 4, 5, and 6. Compared to ray 2, cells in ray 1 are not continuously ordered, but instead show an abrupt transition at the junction of cells from E11.5 and E13.5.

We then overlaid the geometric location of each neuron with the expression levels of selected feature genes from each of the eight clusters (Figure 6E). Consistent with the diffusion maps analyses, the more granular data for individual genes and neurons illustrates the essentially identical patterns of high *Pomc* expression with the two originally discovered cognate transactivating factors *Isl1* and *Nkx2-1* across embryonic development (rays 2 and 3). However, *Isl1* was also expressed in numerous *Pomc*^(low)^ neurons at E11.5 and E13.5 (ray 1). 

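At the end of the map with early cluster 1-like cells the mean normalized count of Pomc was 27.2, of Isl1 5.62 and of Nkx2-1 7.40. At the late end, with cluster 5-like cells, Pomc had 3.10, Isl1 0.203 and Nkx2-1 4.47.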

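In cluster 2-like cells Isl1 had a mean normalized count of 3.89 at E11.5 and 0.276 at E13.5, against backgrounds of 0.338 and 0.204. Cluster 2-like cells led 3 ends of the map. Isl1 had 0.0818 at that of the first component, 0.0924 at that of the second and 5.13 at that of the third, where all cells were from E11.5 and 77.1% were cluster 2-like.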

*Prdm12* and *Tbx3* exhibited complementary temporal patterns of high expression at early (ray 2) vs. late (ray 3) embryonic ages, respectively. 

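Prdm12 had a mean normalized count of 1.26 at the end with early cluster 1-like cells and 0.0209 at the late end. Tbx3 had 0.0363 and 3.32 at the same ends.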

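At the end of the map with early cluster 1-like cells, Six3 had a mean normalized count of 4.37 and Six6 of 3.72. At the end of the first component led by cluster 2-like cells they had 0.0220 and 0.0330, and at the late end 0.459 and 0.336.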

The combined developmental and geometric patterns of *Six3, Six6,* and *Sox14* expression were all very similar to both *Pomc* and *Nkx2-1*, suggesting that all four of these TF genes might be necessary to define the cell fate of a subpopulation of hypothalamic neuronal progenitors into mature differentiated POMC neurons.

In contrast to those genes with expression patterns that defined the continuum of neuronal identity from ray 2 to ray 3, another set of genes including *Ebf1, Pou4f1,* and *Nr4a2* was similarly highly expressed only at the two earliest embryonic ages in neurons constituting ray 1. 

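At the end of the first component led by cluster 2-like cells the mean normalized count of Ebf1 was 6.48 and of Pou4f1 8.70. At the end with early cluster 1-like cells they had 0.143 and 0.0240, and at the late end Ebf1 had no UMI and Pou4f1 0.0254. From the velocity analysis and its diffusion maps, the paper proposes that POMC neurons have a dual origin, in the Pomc^(high)/Prdm12 and the Pomc^(med)/Ebf1 cells.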

The expression of *Pitx2*, which characterizes cluster 8 and a portion of cluster 3, was high in ray 1 as it merges into the center vertex and was mostly derived from age E13.5. Finally, the temporal and geometric patterns of high expression levels for *Otp, Prdm13, Tac2,* and *Dlx5* were distinct from each other and the aforementioned genes, consistent with their ontogeny into the distinct differentiated cell fates of cluster 4. AGRP/NPY/GABA, cluster 5. KNDY, and cluster 6. GABA/PNOC neurons, respectively.

## Discussion

In this study, we tracked the genetic programs that give rise to *Pomc*-expressing neurons in the developing hypothalamus and followed their progression into terminally differentiated POMC neurons and alternative phenotypic destinies. To this end, we performed an scRNA-seq study specifically of *Pomc*-expressing neurons present in developing mouse hypothalami at four embryonic time points (E11.5, E13.5, E15.5, E17.5) and two early postnatal days (P5 and P12). We also performed a complementary TRAP-seq study on affinity purified translating RNAs derived from hypothalamic POMC cells obtained at ages P12 and P60. These developmental stages were selected based on the ontogeny of *Pomc* expression in the presumptive hypothalamus (Japón et al., 1994), peak of neurogenesis of POMC neurons (Nasif et al., 2015; Orquera et al., 2019), subsequent developmental maturation (Padilla et al., 2010; Sanz et al., 2015), and terminal differentiation (Quarta et al., 2019).

Our study revealed the existence of a major group of POMC neurons (cluster 1. *Pomc*^(high)*/*^*Prdm12*) that showed by far the highest levels of *Pomc* UMIs relative to all other neuronal clusters at all ages. We believe that this cluster constitutes the canonical POMC neurons that further mature and integrate into functional circuits in the postnatal hypothalamus. Cluster 1 is featured by a unique combinatorial set of TFs that includes *Isl1*, *Nkx2-1,* and *Prdm12*. In the last few years, our laboratories demonstrated that these three TFs are present in neurons that start expressing *Pomc* in the developing arcuate nucleus at E10.5, and their expression continues at later developmental ages and adulthood in hypothalamic POMC neurons. Indeed, we showed that ISL1 (Nasif et al., 2015), NKX2-1 (Orquera et al., 2019), and PRDM12 (Hael et al., 2020) are absolutely necessary to specify the identity of POMC neurons. Moreover, we also demonstrated previously that adult mice lacking any of these three TFs exclusively from POMC cells display greatly reduced levels of hypothalamic *Pomc* mRNA together with increased adiposity and body weight. However, our results also indicated that the sole presence of ISL1*,* NKX2-1, and PRDM12 at E10.5–E11.5 is insufficient to determine the early identity of hypothalamic POMC neurons, suggesting that the combinatorial set of TFs necessary for neuronal-specific *Pomc* expression has additional early components, yet to be discovered. In this regard, our scRNA-seq study revealed several novel candidates in cluster 1 cells including *Six3*, *Six6, Sox1/2/3, Sox14,* and other TFs (Figure 2). Future molecular and functional genetic studies will be needed to assess their potential contribution to Arc *Pomc* expression and the functioning of POMC neurons.

*Six3* and *Six6* are two evolutionarily related TF genes known to play critical roles in the development of the eyes, forebrain, and pituitary (Liu and Cvekl, 2017; Liu et al., 2010; Suh et al., 2010). The expression patterns of *Six3* and *Six6* highly overlap during early embryogenesis but segregate into different territories during late embryonic development, indicating possible distinct postnatal functions (Geng et al., 2008). Indeed, *Six3* knockout mice die at birth whereas mice lacking *Six6* exhibit decreased numbers of GNRH neurons and impaired fertility (Larder et al., 2011). Although *Six3* and *Six6* are abundantly expressed in Arc POMC neurons across all examined developmental stages (Figure 2), their participation in the control of *Pomc* expression and the patterning and function of POMC neurons requires further investigation. Regarding Sox genes, a family of TFs known to regulate cell fate by transactivating cell-specific genes, in silico analysis of conserved SOX protein binding motifs suggests the potential binding of SOX proteins including SOX1, SOX2, SOX3, and SOX14 to *Pomc* neuronal enhancers nPE1 and nPE2 (Chen et al., 2020). 

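Over all ages the mean normalized counts of Sox1, Sox2 and Sox3 were 1.11, 1.57 and 0.798 in cluster 1-like and 1.15, 1.57 and 0.614 in cluster 5-like cells. In the other named neuronal classes they were at most 0.775, 0.579 and 0.173.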

All four of these *Sox* genes were highly enriched in *Pomc*^(high)^*/Prdm12* cluster 1 (Figure 2 and Figure 1—source data 2) as well as in *Pomc*^(low)^*/Tac2* cluster 5 and *Pomc*^(low)^*/Prdm13* cluster 7. Furthermore, mice lacking *Sox14* exhibit a great reduction in KNDY neurons (Huisman et al., 2019).

A particular feature gene present in cluster 1 was *Tbx3*, a T-box TF that has been recently reported to play a key role in Arc *Pomc* expression (Quarta et al., 2019). Unlike *Isl1*, *Nkx2.1,* and *Prdm12*, which are all strictly required at the onset of *Pomc* expression (E10.5), *Tbx3* expression commences several days later (E15.5) in the Arc and, therefore, apparently does not participate in the early specification of POMC neurons. However, *Tbx3* plays an important role in the functional maturation of these neurons as a transcriptional booster of arcuate *Pomc* expression. It was recently demonstrated in mice specifically lacking *Tbx3* from POMC neurons that *Pomc* expression was diminished leading to hyperphagia and obesity (Quarta et al., 2019).

The TRAP-seq results add another layer to our understanding of the genetic machinery that leads to mature functional POMC neurons. Genes that are uniquely enriched at P12 are associated with the basic cellular biology process and cell metabolism whereas genes specifically expressed at P60 are involved in the establishment of POMC neuronal functions. The co-expressed genes from TRAP-seq are highly expressed at P5 and P12 in the single-cell sequencing datasets, suggesting that the genetic programs that dominate embryonic POMC neuronal development are substantially different from the programs that guide postnatal POMC neuronal differentiation. 

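Across the 9539 genes with at least 0.1 normalized counts in neurons of P5, P12 or E17.5, Pearson's r between the log levels of P5 and P12 neurons was 0.965, and between those of P5 and E17.5 neurons 0.916, a difference of 0.0483. The r is across genes, which are not independent replicates, and no p is given. P5 and P12 also share their reagents, which E17.5 does not. Without the filter on genes the difference was 0.0203.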

Although only 1 week apart, the cells at P5 share more genetic similarities to the cells at P12 rather than the cells at E17.5.

An unanticipated finding of our study is the discovery of an early population of Arc *Pomc*-expressing neurons characterized by the expression of the TF *Ebf1* and *Pou4f1*, in the absence of *Prdm12* transcripts. The expression profile of cluster 2. *Pomc*^(med)^*/Ebf1* differs from cluster 1. *Pomc*^(high)^*/Prdm12* most particularly at the earliest developmental ages E11.5–E15.5 and may both represent alternative genetic routes leading to mature arcuate neurons. The early expression of *Ebf1* suggests that this TF may regulate the migration of differentiating neurons out of the ventricular zone to the mantle, as has been reported in the developing striatum (Garel et al., 1999). Further studies are needed to understand the functional significance of the non-canonical population of *Pomc*-expressing neurons captured by cluster 2 cells.

Another main finding of our study is the identification of multiple subpopulations of *Pomc*-expressing neurons that originate in the developing arcuate nucleus. In addition to the previously characterized fertility-regulating KNDY neurons (*Pomc*^(low)^*/Tac2*) (Sanz et al., 2015) and orexigenic AGRP/NPY neurons (*Pomc*^(low)^*/Otp*) (Padilla et al., 2010), our data indicated that, as early as E11.5, *Pomc*-expressing neurons may also give rise to four other less characterized neuronal populations noted as *Pomc*^(med)^*/Nr4a2, Pomc*^(low)^*/Pitx2, Pomc*^(low)^*/Dlx5,* and *Pomc*^(low)^*/Prdm13*. Moreover, subclustering cells from E11.5 revealed a distinct cell population featured by *Otp* expression (E11.5–9 cluster in Figure 4), suggesting that the presence of *Otp* transcripts at E11.5 may already be dictating the differentiation pathway of this neuronal cluster toward an AGRP phenotype, a hypothesis that requires further investigation. In addition, RNA-velocity developmental trajectory analysis (Figure 6A and Figure 6—figure supplement 1B) suggested that the early cells in *Pomc*^(high)^/*Prdm12* cluster project to *Pomc*^(low)^/*Otp* cluster.

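Clustered by itself, the E11.5 library had a cluster of 45 cells, its smallest, of which 66.7% were cluster 4-like. The mean normalized count of Pomc in this cluster was 2.79.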

*Pomc*^(med)^*/Nr4a2* and *Pomc*^(low)^*/Pitx2* are related clusters sharing 20% of their top 150 feature genes being one of the most salient differences the presence of neuropeptide *Cck* transcripts only in the *Pomc*^(low)^*/Pitx2* cluster. 

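Cluster 3-like and cluster 8-like cells shared 35 of their 150 leading genes (23.3%), the third most of the 36 pairs of neuronal classes. Cluster 2-like and cluster 8-like cells shared 42, as did cluster 6-like cells and the larger unnamed neuronal cluster. Cluster 2-like cells and the larger unnamed neuronal cluster shared 0.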

Comparing our dataset with a previous one obtained using FACS from adult hypothalami of POMC-EGFP mice (Lam et al., 2017) in which *Nr4a2* showed to be expressed in 18.5% of cells in cluster 4, it is likely that embryonic *Pomc*^(med)^*/Nr4a2* cells captured by our study keep their identity through adulthood. Similarly, signature genes for the *Pomc*^(low)^*/Dlx5* cluster including *Dlx1, Dlx2, Dlx5*, and *Dlx6* were also found to be highly enriched and specific for cluster 1 in Lam et al.’s study, suggesting that the *Pomc*^(low)^*/Dlx5* cluster detected in our study becomes a subset of adult POMC neurons. Finally, our identification of the *Pomc*^(low)^*/Prdm13* cluster matches with a recent study showing that *Prdm13* is highly enriched in FACS cells from E15.5 POMC-EGFP embryos analyzed by whole transcriptome RNA sequencing (Chen et al., 2020).

It is worth mentioning that despite some extent of similarities between embryonic and adult POMC cells, the majority of embryonic and early postnatal cells profiled in our study are distantly related to mature adult POMC neurons, indicating that terminal differentiation of POMC neurons is a long-lasting maturation process that proceeds along multiple life stages. For example, most adult POMC cells express proprotein convertase PC1/3 (*Pcsk1*) and leptin receptor (*Lepr*), whereas only 22% and 2.7% of cells from our datasets express the two genes, respectively, suggesting critical functional changes in the transcriptome of POMC neurons during postnatal maturation after early postnatal ages.

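A Pcsk1 UMI was found in 3088 of the 13953 cells (22.1%, 95% interval 21.4 to 22.8%), and a Lepr (chromosome 4, 101717404 to 101815352) UMI in 372 (2.67%, 2.41 to 2.95%). Among neurons the share with Pcsk1 was 4.42% at E11.5, 1.78% at E13.5, 3.51% at E15.5, 3.43% at E17.5, 49.9% at P5 and 76.2% at P12, against 8.09% and 5.32% of microglia-like and VLMC-like cells at P5 and P12. With the highest Scrublet scores left out the microglia-like share fell from 8.13% to 1.70% at P5 and from 5.30% to 4.09% at P12. The share of neurons with Lepr was 0.931% at E11.5, 0.797% at E13.5, 0.509% at E15.5, 1.14% at E17.5, 2.67% at P5 and 9.45% at P12. VLMC-like cells had their own Lepr RNA (73.3% of cells at P12). Microglia-like cells had 0.493% at P5 and 0.477% at P12, below neurons. No background is given for the embryonic ages, where many cells of that name had VLMC markers. Both shares depended most on depth. With each cell thinned, 3.68% of all cells had a Pcsk1 UMI and 0.416% a Lepr UMI. Median depths at P5 and P12 were 20311 and 30131 UMIs in neurons and 10941 and 10695.5 in microglia-like cells.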

Due to the limitations of the scRNA-seq techniques, some interesting questions cannot be answered from our study at the functional level. For example, are all TFs present in cluster 1. *Pomc*^(high)^*/Prdm12* at E11.5 critical for dictating the identity of the cannonical POMC neurons? what TFs are critical for maintaining POMC neuron identity throughout lifetime? Is *Otp* the only critical gene that determines the transition of *Pomc*-expressing cells into AGRP/NPY neurons? Which are the TFs that give rise to the lineage of KNDY neurons during development? We believe that our study provides a valuable resource to tackle these and many other questions aimed at a better understanding of the regulation and functioning of POMC and other related neurons in the mammalian arcuate nucleus of the hypothalamus.

### Concluding remarks

In summary, this study is the first to comprehensively characterize the transcriptomes of Arc hypothalamic POMC cells during embryonic and early postnatal development. This dataset extends our understanding of the diversification of early POMC cells and provides a valuable resource for further elucidating the regulatory mechanism for *Pomc* expression and neuronal maturation. The identification of new marker genes in each subpopulation from scRNA-seq and uniquely expressed genes at P12 or P60 from the TRAP-seq study will potentially lead to new directions for future functional studies of POMC neurons.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Genetic reagent (*Mus musculus*)	*Pomc -TdDsRed*	PMID:19864580		Dr Malcolm Low (University of Michigan)
Genetic reagent (*Mus musculus*)	*Pomc-CreERT2*	PMID:24177424	RRID:MGI:5569339	
Genetic reagent (*Mus musculus*)	*Rosa26^eGFP-L10a^*	Jackson Laboratory	Stock # 024750;RRID: IMSR_JAX:024750	
Antibody	Anti-Nr5a1(Rabbit Polyclonal)	Dr Gary Hammer, University of Michigan		IF (1:750–1:1000)
Antibody	Anti-td-Tomato [16D7] (Rat Monoclonal)	Kerafast	Cat # EST203;RRID:AB_2732803	IF (1:750)
Antibody	Anti-Pomc (Rabbit Polyclonal)	Phoenix Pharmaceuticals	Cat # H-029–30;RRID:AB_2307442	IF(1:1000)
Antibody	Anti-Rabbit Alexa 488 (Goat polyclonal)	Invitrogen	Cat # A-11034;RRID:AB_2576217	IF(1:500–1:1000)
Antibody	Anti-Rat Alexa Fluor 555 (Goat polyclonal)	Invitrogen	Cat # A-21434;RRID:AB_2535855	IF(1:500–1:1000)
Antibody	Anti-Esr1 (Rabbit Polyclonal)	Dr Sue Moenter, University of Michigan		IF(1:10000)
Antibody	Anti-GFP (Chicken polyclonal)	Abcam	Cat # ab13970;RRID:AB_300798	IF(1:1000)
Chemical compound, drug	Papain Dissociation System	Worthington Biochemical Corporation	LK003178	
Chemical compound, drug	DNase	Worthington Biochemical Corporation	LK003172	
Software, algorithm	R	R Project for Statistical Computing	https://www.r-project.org/	
Software, algorithm	Seurat 3.1.5	Satija Lab	https://satijalab.org/seurat/articles/install.html	
Software, algorithm	Monocle 2	Cole-trapnell lab	http://cole-trapnell-lab.github.io/monocle-release/docs/	
Software, algorithm	Destiny 2.14.0	Carsten Marr & Florian Buettner lab	https://theislab.github.io/destiny/	
Sequence-based reagent	RNAscope Multiplex Fluorescent V2 Assay	ACDbio	Cat # 323110	
Sequence-based reagent	Mm-*Six3*	Advanced Cell Diagnostics	Cat # 412941-C3	
Sequence-based reagent	Mm-*Six6*	Advanced Cell Diagnostics	Cat # 574291	
Sequence-based reagent	Mm-*Tac2*	Advanced Cell Diagnostics	Cat # 446391-C3	
Sequence-based reagent	Mm-*Npy*	Advanced Cell Diagnostics	Cat # 313321	
Sequence-based reagent	Mm-*Ebf1*	Advanced Cell Diagnostics	Cat # 433411	
Sequence-based reagent	Mm-*Pou4f1*	Advanced Cell Diagnostics	Cat # 414671-C3	
Sequence-based reagent	Mm-*Pomc*	Advanced Cell Diagnostics	Cat # 314081-C2	
Sequence-based reagent	Mm-*Sox14*	Advanced Cell Diagnostics	Cat # 516411	
Sequence-based reagent	Mm-*Prdm13*	Advanced Cell Diagnostics	Cat # 543551-C2	
Sequence-based reagent	Mm-*Tacr3*	Advanced Cell Diagnostics	Cat # 481671	
Sequence-based reagent	Mm-*Dlx5*	Advanced Cell Diagnostics	Cat # 478151	
Sequence-based reagent	Mm-*Pitx2*	Advanced Cell Diagnostics	Cat # 412841	
Sequence-based reagent	Mm-*Pomc*	Advanced Cell Diagnostics	Cat # 314081	
Sequence-based reagent	Mm-Positive Control Probe	Advanced Cell Diagnostics	Cat # 320881	
Sequence-based reagent	Mm-Negative Control Probe	Advanced Cell Diagnostics	Cat # 320871	
Sequence-based reagent	RNAscope Probe Diluent	Advanced Cell Diagnostics	Cat # 300041	
Chemical compound, drug	Opal 520 Reagent Pack	AKOYA Biosciences	Cat # NC1601877	1:750–1:1500
Chemical compound, drug	Opal 620 Reagent Pack	AKOYA Biosciences	Cat # NC1612059	1:750–1:1500
Chemical compound, drug	Opal 690 Reagent Pack	AKOYA Biosciences	Cat # NC1605064	1:750–1:1500
Other	DAPI	BD Biosciences	Cat # 564907	FACS (500–1000 ng/mL)
Other	ProLong Gold Antifade Mountant	ThermoFisher	P36930	
Other	Earle’s Balanced Salts	Sigma-Aldrich	E2888	

### Mice

All procedures were performed in accordance with the Institutional Animal Care and Use Committee (IACUC) at the University of Michigan and followed the Public Health Service guidelines for the humane care and use of experimental animals. Mice were housed in ventilated cages under controlled temperature and photoperiod (12 hr light/12 hr dark cycle, lights on from 6:00 AM to 6:00 PM), with free access to tap water and laboratory chow (5L0D, LabDiet). Breeding mice were fed with the breeder chow diet (5008, LabDiet). Transgenic mice expressing the fluorescent protein Tdimer-Discosoma red (TdDsRed) in POMC neurons were generated previously (Hael et al., 2020). The vast majority of *Pomc-TdDsRed* cells were validated as authentic POMC neurons based on co-localization of ACTH immunostaining with the TdDsRed fluorophore (Hentges et al., 2009) *Pomc-CreERT2* and *Rosa26^eGFP-L10a^* (Stock no. 024750, The Jackson Laboratory) mice were generated as previously described (Liu et al., 2014). To induce POMC neurons-specific expression of eGFP-L10a at P12 or P60, tamoxifen (50 mg/kg) was injected intraperitoneally for 5 constitutive days from P6 to P10 or P50 to P54.

### Generation of single-cell suspension for scRNA-seq

Adult male *Pomc-TdDsRed/+* mice were bred with female *Pomc-TdDsRed/+* mice and the day of copulation plug detection was counted as embryonic day 0.5 (E0.5). Embryonic hypothalami were dissected at E11.5, E13.5, E15.5, and E17.5. Postnatal hypothalami were isolated from pups at postnatal day 5 (P5) and P12. In each dissection, hypothalami from at least six pups were pooled together to acquire enough cells for FACS. Pooled tissue samples were digested in papain solution supplemented with DNAse for 20 min (E11.5 and E13.5), 30 min (E15.5), 40 min (E17.5), or 1 hr (P5 and P12) with gentle agitation based on a published protocol (Garel et al., 1999). The isolated cells were stained with DAPI as an indicator for cell viability and sorted by FACS for the transgenic red fluorophore. The collected cells were counted and subjected to scRNA-seq library preparation and sequencing (10× Genomics).

### scRNA-seq data processing

A total of 37,053 single cells (E11.5: 5329, E13.5: 7051, E15.5: 5148, E17.5: 2488, P5: 7551, and P12: 9486) from six different developmental stages were processed using the 10× Genomics Chromium system. The libraries were sequenced on Illumina HiSeq 4000 and NovaSeq platforms. We obtained a total of over 2.6 billion reads with an average of 70,7896 reads per cell. Over 85% of reads mapped confidently to the mouse genome across all six developmental stages. Raw reads were processed with Cell Ranger (v.2.2 and v.3.0). Seurat package (v.3.1.5) (Butler et al., 2018) was used for downstream analysis. Since the number of genes and UMI counts varied across developmental stage, we applied different criteria at each stage to filter out possible doublets and low-quality cells. Specifically, at E11.5, we removed outlier cells that had UMI counts <5000 or >60,000 and gene counts <1000 or >8000 (determined by the visualization of UMI counts and gene count distributions). At E13.5, we removed outlier cells that had UMI counts <2500 or >30,000 and gene counts >1500. At E15.5, we removed outlier cells that had UMI counts >40,000 and gene counts <1000 or >6000. At E17.5, we removed outlier cells that had UMI counts >25,000 and gene counts <1000 or > 5000. At P5, we removed outlier cells that had UMI counts <1500 or >60,000 and gene counts <1500 or >8000. At P12, we removed outlier cells that had UMI counts <2000 or >60,000 and gene counts <1500 or >8000. Moreover, cells with high proportions of mitochondrial genes (>10%) or hemoglobin genes (>10%) were filtered out. Finally, we removed all the cells without any *Pomc* transcript UMI counts. A total of 13,953 cells passed the criteria (E11.5: 1498, E13.5: 1796, E15.5: 2078, E17.5: 1139, P5: 3909 and P12: 3533) for downstream analysis.

The gene expression level for each cell was normalized by the total expression, multiplied by a scaling factor of 10,000 followed by log-transformation (Butler et al., 2018). The top 2000 most variable genes were selected from each age and 60 integration anchors were used to combine all the datasets together. After scaling and centering the integrated dataset, we performed PCs analysis on the data matrix and the top 50 PCs were selected based on JackStraw and Elbow plots from Seurat package (Hentges et al., 2009) for data visualization using Uniform Manifold Approximation and Projection (UMAP) technique. We next constructed a shared nearest neighbor (SNN) graph by setting an expected number of neighbors to 50. In order to cluster the cells, an SNN modularity optimization technique within a function FindClusters was used to group cells together with a resolution parameter 0.1. The identity for each cluster was assigned based on the level of *Pomc* transcripts and prior knowledge of marker genes. The similar analysis was applied to define *TdDsRed* cell clusters (Figure 1—figure supplement 2 and Figure 1—figure supplement 3). In addition to the above criteria applied to remove unwanted cells, we chose cells with at least one *TdDsRed* transcript UMI count and used the top 2000 highly variable genes for PCs analysis. The top 30 PCs were selected for unsupervised clustering with a resolution of 0.3.

Unsupervised cell clustering from each developmental age (Figure 4) was conducting using the following PC numbers (E11.5: 25; E13.5: 24, E15.5: 26, E17.5: 19, P5: 40, P12: 34) with their corresponding resolutions (E11.5: 0.2; E13.5: 0.6, E15.5: 0.5, E17.5: 0.5, P5: 0.5, P12: 0.5). The UMAP plots, violin plots, feature plots, and dot plots were all generated in the Seurat package. The average expression levels for each gene within each developmental subcluster (Figure 4—source data 1) were obtained from Seurat and calculated by the average of [*exp(logNormalized counts)–1*]. The differentially expressed genes in each identified cluster was identified by the comparison of gene expression levels in a specific cluster to all the other clusters.

### Cluster identity comparisons

To compare cluster identities between POMC cells and DSRED cells (Figure 1—figure supplement 2), we normalized the DSRED cells data and acquired the top 2000 most variable genes. We then use the standard datasets integration method from Seurat packages with the top 50 anchors for data integration and top 50 anchors to transfer cell identities from POMC cells to DSRED cells. We also applied this approach to conduct age-pairwise comparisons (Figure 4—figure supplement 1) with default setting from Seurat V3.1.5 package.

### Cell lineage construction

For RNA velocity analysis, spliced and unspliced matrices of reads were summarized using velocyto (v.0.17.16) with default parameters (La Manno et al., 2018). Low complexity and repeat regions were downloaded from the UCSC browser (rmsk table from mm10). scVelo was performed for RNA velocity analysis (v.0.2.2) (Bergen et al., 2020). The cell embedding information was acquired from Seurat analysis. The top 4000 genes, the top 20 PCs, and the top 20 neighbors under stochastic mode were used to generate velocity graph.

Cell lineage was constructed using the Destiny (v.2.14.0) package, which implements the formulation of diffusion maps (Angerer et al., 2016). Diffusion maps are a spectral method for non-linear dimension reduction, which is especially suitable for analyzing single-cell gene expression data from different time-courses. We removed VLMC, glial cells, and astrocytes (clusters 9, 10, and 11 in Figure 1) and kept only neurons at embryonic stages (E11.5, E13.5, E15.5, and E17.5), resulting in a total of 6005 cells for this analysis. The log-transformed normalized data from Seurat data slot and the corresponding annotation information were imported to construct an expression matrix. The diffusion maps were constructed under the default setting for the Gaussian kernel width sigma (σ) and 300 nearest neighbors. The first two diffusion components (DCs) were used to visualize the results. The 3D plots were produced using rgl package (v.0.100.50) with the top three DCs.

To perform pseudotime gene expression analysis, cells from cluster 1, cluster 2, cluster 4, and cluster 5 were extracted from the Seurat object, respectively. Raw counts were acquired to construct Monocle (v.2.4.0) (Qiu et al., 2017a, Trapnell et al., 2014; Qiu et al., 2017b) datasets. Cells were ordered along the pseudotime by setting E11.5 as the root state. Differentially expressed genes (Log2FoldChange > 0.25 and p < 0.05) in each cluster from the Seurat analysis were plotted along the pseudotime using ‘plot_pseudotime_heatmap’ function. Gene ontology analysis (Biological Process) was performed using ClusterProfiler (v.3.18.1) (Yu et al., 2012).

### TRAP-seq analysis

Mice (*Pomc-CreERT2*; ROSA26^eGFP-L10a^) were euthanized and decapitated. The brain was removed from the skull and the arcuate nucleus was isolated from 2 mm thick coronal slices using a brain matrix. Tissues were then homogenized and the subsequent tissue lysate was subjected to immunopurification steps according to the previous protocol (Heiman et al., 2014). The ribo-depletion kit (RiboGone, Takara, CA) and SMARTer Stranded total RNA sample prep kit were used to remove excess ribosomal RNA and synthesize cDNA library. Samples were sequenced on a 50-cycle single end run on a HiSeq 4000 (Illumina) according to manufacturer’s protocols.

Raw sequencing data was processed at the University of Michigan Bioinformatics core. Briefly, the quality of the raw reads data was checked using FastQC (v.0.11.3) and the filtered reads were aligned to reference genome (UCSC mm10) using TopHat (v.2.0.13) and Bowtie2 (v.2.2.1) with default parameters. The HTSeq/DEseq2 method was used for differential expression analysis with paired-samples and treatment (pull-down vs. supernatant) as the main effects.

### Tissue collection and immunofluorescence staining

Depending on developmental stage, embryos at E10.5–E17.5 were fixed in 4% paraformaldehyde in phosphate buffer solution (PBS) at 4°C for a various period of time. Specifically, embryos at E10.5–E12.5 were fixed for 1 hr; heads from embryos at E15.5–E16.6 and E17.5 were fixed for 2 and 4 hr, respectively. Tissues were stabilized in 10% sucrose/10% gelatin in PBS at 37°C for 30 min prior to embedding in OCT compound as described previously (Butler et al., 2018). Embryonic brains were sectioned sagittally on a cryostat (Leica CM1950) at 20 μm thickness. For dual immunofluorescence, after washing excess OCT compound with PBS, a heat-induced antigen retrieval process was performed using citrate buffer (10 mM anhydrous citric acid and 0.05% Tween-20, pH 6.0) at 80°C for 30 min followed by two washes in PBS. Sections were then blocked with 3% normal goat serum and 0.1% Triton X-100 for 1 hr and incubated with primary antibodies at room temperature overnight. After PBS washes, sections were incubated with goat secondary antibodies for 2 hr at room temperature. Nuclei were stained with DAPI (1 mg/L) for 10 min and the slides washed five times with PBS before mounting with ProLong Gold Antifade Mountant (ThermoFisher). Sections were imaged on a Nikon 90i fluorescence microscope with NIS-Elements software. Information on the sources and dilution of antibodies are listed in Key resources table.

### In situ hybridization

FISH was performed using RNAscope Multiplex Fluorescent V2 Assay (Advanced Cell Diagnostics) according to the manufacturer’s instructions with slight modifications. Specifically, after washing with PBS, sections were post-fixed with 4% paraformaldehyde for 20 min, and dehydrated in a series of ethanol solutions (50%, 70%, and 100%). After drying, dehydrated sections were incubated in RNAscope Hydrogen Peroxide solution for 10 min followed by the protease treatment using RNAscope Protease IV for 20 min. Sections were then hybridized to target RNA probes for 2 hr in the HybEZ II hybridization oven. Hybridized probes were amplified using a cascade of signal amplification solutions (AMP 1–3) followed by standard signal developing protocol as described in the manufacturer’s brochure. Detailed information on RNA probes and dilutions are listed in Key resources table. Confocal images were obtained using a Nikon Instruments A1 Confocal Laser Microscope with NIS-Elements software.

## Data Availability

All raw data have been deposited in the Gene Expression Omnibus under accession numbers GSE154153 and GSE181539. The following dataset was generated: HuiY MarceloR MalcolmL 2021Single cell RNA-seq of the developing mouse hypothalamusNCBI Gene Expression OmnibusGSE154153 HuiY MarceloR MalcolmL 2021Developmental single-cell transcriptomics of hypothalamic POMC progenitors reveal the genetic trajectories of multiple neuropeptidergic phenotypesNCBI Gene Expression OmnibusGSE18153910.7554/eLife.72883PMC880618635044906

How the deposited data were processed for this re-analysis (not part of the article)

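Single cells sorted for the Pomc-DsRed transgene from mouse hypothalami were measured at 6 ages with the 10x Genomics droplet method. Each age was 1 library from a pool of at least 6 animals. The 4 embryonic libraries, from E11.5 to E17.5, were made with version 2 of the reagents, and those of P5 and P12 with version 3. The younger postnatal library is P5 in the paper and in the title of the sample, and P6 in the protocol and the overall design deposited with it. It is called P5 here.

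The values are counts of unique molecular identifiers (UMIs) per gene and cell. According to the methods, the authors made these counts with Cell Ranger, in 2 versions without stating which library went with which. They then removed cells by their numbers of genes and UMIs and their share of mitochondrial and hemoglobin UMIs, and kept cells with at least 1 Pomc UMI, before they deposited the counts, without normalization. The files were checked for this: all values were whole numbers, cell totals differed, each cell had a Pomc UMI, and none of the 13953 cells lay outside the limits that the methods give for its age. The limit of 1500 genes at E13.5 was taken as a lower limit, although the methods write it as an upper one, since cells held 1511 to 6433 genes there. The genome build and annotation against which the reads were counted are not stated, although the methods name mm10 for the repeat regions of the velocity analysis. The 4 embryonic libraries list 27998 gene names and the 2 postnatal ones 31054, of which 26599 are in all 6. UMIs on the other names were between 1.78% of all UMIs at E11.5 and 2.33% at E17.5. Gene positions were taken from GENCODE M21 (GRCm38). No library lists DsRed, so the share of cells with that transcript could not be counted. The P5 and P12 libraries list an entry named RFP, whose sequence is not given.

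Total UMIs were 27978737 at E11.5, 24513371 at E13.5, 24458746 at E15.5, 9832065 at E17.5, 81593741 at P5 and 61869340 at P12, with medians per cell of 17317.5, 12872.5, 10699, 8047, 18925 and 12653. A share of 0 cells was given an upper limit of 3 counts over the number of cells. Since each age was 1 library, no p-value, standard error between animals or number of changed genes was computed. Differences between the embryonic ages and P5 or P12 are also differences of reagents and of the list of genes. Intervals are exact, at 95%, binomial (Clopper-Pearson) for shares and Poisson for summed counts, and cover counting error only.

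Clustering followed the settings in the methods with Seurat 5.3.0 and Matrix 1.6.5 in R 4.3.3. These were the log of UMIs per 10000, 2000 variable genes per library, integration anchors in 60 dimensions, 50 principal components, 50 neighbours and a resolution of 0.1. It departed from the methods in using the 26599 names found in all libraries and in leaving out 73 genes that the text discusses, so that their levels did not define the groups in which they are reported. The largest cluster, of 5729 cells, carried markers of 2 of the paper's clusters and was split once more at a resolution of 0.05, a rule set after its markers were seen. Clusters were named from 15 lists of marker genes, those for clusters 1 to 8 being feature genes of the paper without the genes whose levels its text reports. The exceptions include Otp, Calcr, Dlx1, Dlx2, Dlx5, Dlx6, Prdm13, Sox14 and Barhl1, which stayed in the clustering and whose levels are therefore not reported. Genes were ranked by their ratio in a cluster against all other cells, after adding 0.1 to both levels, among genes found in at least 20% of the cluster's cells. A name needed at least 3 markers of its list among these genes with a log2 ratio above 1, a mean log2 ratio of the list of at least 1, and more markers among the 10 leading genes than any other list. A cluster without a non-neuronal name counted as neuronal where the mean log2 ratio of the neuronal list was above -1. These limits were set after the first clusters were seen. A class is written with the ending -like, since it was rebuilt.

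The level of a gene is the mean over cells of UMIs per 10000 UMIs. The level in microglia-like and VLMC-like cells of the same library is the background, given where there were at least 10 such cells, which left out E17.5. It can also hold RNA that these cells make and RNA of neurons from doublets. The name microglia-like rests on P5 and P12 cells: of those so named, 7 of 133 at E11.5, 3 of 47 at E13.5 and 16 of 30 at E15.5 had more UMIs on the microglia than on the VLMC markers, and without integration 122, 39 and 9 of them were VLMC-like. Genes were named by a rule: the genes that the paper's Results and Discussion name for these libraries, the 10 leading genes of each rebuilt cluster, and in a comparison of libraries or sets of cells the 5 genes with the largest ratio each way among genes with at least 1 normalized count on the higher side. Subclusters came from the 1000 genes with the largest variance of the integrated values within the class, 20 principal components and 50 neighbours, with the resolution raised in steps of 0.05 until the class divided. Shared features were counted among the 150 leading genes of each class. Each library was also clustered by itself with the numbers of components and resolutions that the methods give for its age. The diffusion map of the 6022 embryonic neurons was made with scanpy 1.11.5 on the log of UMIs per 10000 without integration, with 2000 variable genes, 50 components and 300 neighbours. RNA velocity was not computed, since spliced and unspliced counts were not used here, and the in situ and immunofluorescence images were not analysed here. Likeness of libraries was measured by Pearson's r of log2 levels plus 0.1, over genes with a level of at least 0.1 in at least 1 of the libraries compared. For this measure the plan named both the mean over cells and the summed counts as the first choice. The mean was taken, and the summed counts are given as the alternative. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and scikit-learn 1.9.0.

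The choices of class markers and of most tests and alternatives were made before the data were examined. The alternatives were clustering on all variable genes with those of the text included, a resolution of 0.2, 30 components, anchors in 30 dimensions, no integration, the 5% of cells in each library with the highest Scrublet scores left out (expected doublet rate 6%), cells with at least 2 Pomc UMIs, genes counted from 2 UMIs, cells thinned to 2000 UMIs, summed in place of averaged counts, subtraction of the background, 10 components or 2-means for the subclusters, and for the likeness no filter on genes, Spearman's rho and cluster 1-like neurons alone. Chosen after seeing the data were the largest cluster not split, an unnamed neuronal cluster joined to cluster 2-like or 3-like cells, subclusters under other resolutions or numbers of components, and 50 neighbours or all variable genes for the diffusion map.

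The steps were tested on simulated data. In a comparison of 26599 genes simulated at the depths of P5 and P12 neurons, all 200 genes changed by a factor of 2 were given the right direction, with errors of the log2 ratio up to 0.128 and values of unchanged genes up to 0.110. Both were judged among genes with at least 1 normalized count, 1881 in all, and all cells of a library had the same profile. Genes of lower level and differences between cells were not tested. The correction of Pomc rates for the selection of cells with 1 UMI was tested at 4 rates, with errors up to 2.24%, where the uncorrected mean was off by up to 66.5%. In each test all cells had the same rate, which classes of unlike cells do not have. Of the 406 microglia-like cells at P5, 68.7% had 1 Pomc UMI, and 2523 Pomc UMIs were counted in all of them. The error of the correction in such a class was not tested.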

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

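The tests of the RFP entry were chosen after the result was seen, and that of doublets in the cluster led by Pf4 and F13a1 before.

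The P5 and P12 libraries list an entry named RFP, which the paper does not report on and the embryonic libraries do not list. It drew attention because it had UMIs in neurons and 0 in all other cells. At P5 25 UMIs were counted in 25 cells and at P12 11 UMIs in 11 cells, which is 0.727% of 3441 neurons and 0.818% of 1344 neurons. The other cells numbered 468 at P5 and 2189 at P12. RNA free in the suspension would give UMIs in all kinds of cells. At the rate per UMI of the neurons, 9.46 UMIs would be expected in the 2657 other cells, and 0 were counted against 36 in the 4785 neurons. Since the entry was picked for its lack of UMIs in other cells, this comparison decides nothing, and free RNA and RNA of the neurons cannot be told apart by it. What the entry stands for is open as well. It may be the transcript of the DsRed reporter, or of another gene of that name in the list that was counted against. Its sequence is not given and neither was tested. No biological explanation was tested.

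A non-neuronal cluster of 181 cells, which the paper does not list among its non-neuronal clusters, matched none of the marker lists. Its leading genes included Pf4, Mrc1 and F13a1. Of its cells 174 came from P12, and 4, 1 and 2 from E11.5, E13.5 and E15.5. At P12 Pf4 was found in 99.4% of its cells and in 6.44% of the microglia-like cells, F13a1 in 97.7% and 1.25%, and Mrc1 in 100% and 32.2%. Doublets of microglia-like cells with cells of another kind are argued against, since 12 of the 174 cells (6.90%) were among the 5% of their library with the highest Scrublet scores. Contamination of the sorted cells by another kind of cell in the P12 dissection, and a change with age, stay open. With 1 library per age these cannot be set apart, and the difference in age was not tested. A candidate explanation is a kind of macrophage other than microglia, which was not among the marker lists and was not tested.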

How the results depend on the processing

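The tests of the largest cluster not split, of the joined clusters, of subclusters under other resolutions and components, of the diffusion map, and of the tally of libraries by summed counts were chosen after the result was seen.

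Several results kept their direction under the alternatives run for them. Neurons were between 76.1% and 86.1% of cells. The mean of Pomc in cluster 1-like cells was 1.91 to 10.9 times that of the next class (7.36 as reported). The later share of cluster 2-like cells was 0.0333 to 0.421 times the earlier one (0.107 as reported). The likeness of P5 neurons to P12 exceeded that to E17.5 by 0.0203 to 0.0703 (0.0483 as reported). The later rise of Pomc in cluster 2-like cells (11.6-fold as reported) was 2.26 to 14.7-fold, except without integration.

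Without integration that ratio was 0.923, the reverse of the reported direction. Neuronal clusters then held mainly embryonic or mainly postnatal cells, and cluster 2-like cells numbered 97 at E15.5, 1 at E17.5 and 0 at P5 and P12. In the same setting neurons were 76.1% of cells, cluster 1-like cells 30.5% of neurons (40.9% as reported), the Pomc ratio to the next class 1.91 and the ratio of cluster 2-like shares 0.0333, and cluster 1-like cells were highest in Pomc in 2 of the 6 libraries (5 as reported). In that setting 0 cluster 1-like cells were found before E17.5 and 1 at E17.5, so that the class was absent from most of the embryonic ages. The cause was not tested.

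With all variable genes, the 3 values that moved were 7.07 for the Pomc ratio to the next class, 0.421 for the cluster 2-like shares and 5.15 for the rise of Pomc. At a resolution of 0.2 the cluster 1-like share was 33.2%, and the 3 ratios in the same order were 3.395, 0.208 and 2.26. With 30 components these 4 values were 39.9%, 3.56, 0.337 and 8.44, and with anchors in 30 dimensions 16.0%, 4.59, 0.271 and 10.1. In each of these 4 settings cluster 1-like cells were highest in Pomc in 6 of the 6 libraries. With anchors in 30 dimensions 2118 neurons with Prdm12 among their leading genes were left unnamed, and 29 cells at E11.5 were cluster 1-like. The lower share in that setting may thus come from the naming, and its tally leaves the unnamed neurons aside. With the highest Scrublet scores left out, the Pomc ratio to the next class was 7.87 and the rise in cluster 2-like cells 14.7-fold. The cause was not tested.

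Among cells with at least 2 Pomc UMIs, neurons were 86.1% of cells and cluster 1-like cells 57.9% of neurons, the 3 ratios were 2.66, 0.192 and 8.05, Pcsk1 was found in 29.9% of cells and Lepr in 3.18%. This setting removes the cells with 1 Pomc UMI, which are fewest among cells with much Pomc. From summed counts the Pomc ratio to the next class was 10.9 and the rise 7.87-fold. Summing gives cells with many UMIs more weight. With the largest cluster not split, cluster 1-like cells were 53.01% of neurons and the Pomc ratio 7.15. With the larger unnamed neuronal cluster joined, the ratio of cluster 2-like shares was 0.356 and the rise 10.8-fold.

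The larger part of the cluster 2-like cells (86.9% as reported) was 94.6% with 10 components, 58.1% by 2-means, 59.9% at a resolution of 0.2, 95.3% with 30 components in the clustering and 55.7% with the larger unnamed cluster joined. That of the cluster 3-like cells (75.7% as reported) was 68.9% by 2-means and 82.4% with the smaller unnamed cluster joined. The cause was not tested.

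Shares of cells with a UMI depended on the number of UMIs by construction. With each cell thinned to 2000 UMIs, 71.9% of cluster 4-like cells with Agrp had Npy (77.1% as reported) and 0.985% had Sst (10.1% as reported), and 3.68% of all cells had Pcsk1 (22.1%) and 0.416% had Lepr (2.67%). With at least 2 UMIs required, 1.20% had Sst, 11.0% had Pcsk1 and 0.459% had Lepr. Without a filter on genes the difference of correlations was 0.0203, and the cause was not tested.

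Over the comparisons and their alternatives, 36 values stayed within their interval, 17 were higher and 33 lower. The tally of libraries and the ends of the diffusion map were counted apart, where 11 values stayed and 4 were lower. For the difference of correlations and the tally, a range of 1.5-fold either way stood for the interval. At the ends of the diffusion map 50 neighbours gave 90.4% cluster 2-like cells (98.7% as reported), 6.31% cluster 1-like cells (97.3%) and 96.3% cluster 5-like cells (99.7%). The early end of the third component then held 98.01% cluster 1-like cells, all from E11.5, so that the cluster 1-like end moved to another component. The cause was not tested. Of the 399 levels of genes reported by class and library, 359 had a value with all variable genes, of which 246 stayed within their interval, 62 were higher and 51 lower. Under thinning these counts were 230, 72 and 97, with summed counts 229, 74 and 96, and with the highest Scrublet scores left out 365, 19 and 15. With the background subtracted 359 had a value, of which 152 stayed and 207 were lower, which subtraction gives by construction.

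Some alternatives chosen at the outset were not run. The 4 for cells with DsRed had no entry to count. Without integration no class was cluster 4-like, so that the shares of Npy and Sst had no value. With all variable genes no class was cluster 3-like, so that its parts were not found. Background was not subtracted at E17.5, where 2 background cells were found.

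Depth limits what an absent gene means. The median cell held 8047 UMIs at E17.5 and 18925 at P5, and a gene with no UMI at E17.5 may be one that is counted at P5, as the fall of Pcsk1 from 22.1% of cells to 3.68% under thinning shows for a gene of low level.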

Differences from the paper's values

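The tests that joined an unnamed neuronal cluster to a named class, and the other settings said below to be chosen after seeing the values, were chosen after the result was seen. The other alternatives were set before the data were examined. A value is given here where it and the paper's differ more than 1.5-fold. The paper's numbers of cells were read by eye from Fig. 1B. Its mean levels of Pomc are from source data 1 of Figure 1 over all ages and from source data 1 of Figure 2 by age.

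Numbers of cluster 2 cells at the later ages were lower here. At E15.5 the paper has about 230 in Fig. 1B, read by eye, and 152 cluster 2-like cells were found. Within 1.5-fold came a resolution of 0.2 (212), 30 components (201) and anchors in 30 dimensions (195), and not all variable genes (408), no integration (97) or the highest Scrublet scores left out. At E17.5 the paper has about 160 (Fig. 1B, read by eye) and 33 were found. Within 1.5-fold came all variable genes (171) and 30 components (127), and not a resolution of 0.2 (66), anchors in 30 dimensions (64), no integration (1) or the highest Scrublet scores left out (30). At P5 the paper has about 480 (Fig. 1B, read by eye) and 69 were found. Within 1.5-fold came all variable genes (642), 30 components (435) and anchors in 30 dimensions (369), and not a resolution of 0.2 (307), no integration (0) or the highest Scrublet scores left out (47). At P12 the paper has about 200 (Fig. 1B, read by eye) and 38 were found. Within 1.5-fold came all variable genes (241), 30 components (186) and anchors in 30 dimensions (152), and not a resolution of 0.2 (96), no integration (0) or the highest Scrublet scores left out (36). With the larger unnamed neuronal cluster joined, a setting chosen after seeing the values, the numbers were 211 at E15.5, 133 at E17.5, 445 at P5 and 206 at P12, all within 1.5-fold of the paper's. As reported, that cluster shared 0 of its 150 leading genes with cluster 2-like cells and 42 with cluster 6-like cells. With anchors in 30 dimensions its leading genes Irs4, Col25a1 and Ecel1 were among those of the cluster 6-like class. With 30 components Irs4 and Gpr101 were among the leading genes of the larger part of the cluster 2-like cells. The numbers therefore do not show that the joined cells belong to cluster 2.

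For cluster 3 at P12 the paper has about 120 cells (Fig. 1B, read by eye) and 42 cluster 3-like cells were found. No integration (179) came within 1.5-fold, and a resolution of 0.2 (42), 30 components (42) and the highest Scrublet scores left out (41) did not. With all variable genes or anchors in 30 dimensions no class was cluster 3-like. With the smaller unnamed neuronal cluster joined, chosen after seeing the values, the number was 116. For cluster 5 at E11.5 the paper has about 16 (Fig. 1B, read by eye) and 88 were found. All variable genes (17) came within 1.5-fold, and a resolution of 0.2 (127), 30 components (98), anchors in 30 dimensions (71), no integration (0) and the highest Scrublet scores left out (87) did not. For cluster 6 at E11.5 the paper has about 7 (Fig. 1B, read by eye) and 15 were found. The highest Scrublet scores left out (5) came within 1.5-fold, and all variable genes (12), a resolution of 0.2 (15), 30 components (18) and anchors in 30 dimensions (21) did not. At E13.5 the paper has about 16 cells of cluster 6 (Fig. 1B, read by eye) and 28 were found. All variable genes (23) and the highest Scrublet scores left out (16) came within 1.5-fold, and a resolution of 0.2 (28), 30 components (28) and anchors in 30 dimensions (31) did not.

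Mean Pomc in cluster 3 over all ages is 11.8 in the paper and was 1.42 here. No integration came within 1.5-fold (12.4), where 0 cluster 3-like cells were found before E17.5, and a resolution of 0.2, 30 components, the highest Scrublet scores left out, at least 2 Pomc UMIs and summed counts did not (1.13 to 2.12). At P5 the paper's value is 5.38 and 1.23 was found, with no integration (5.07) within 1.5-fold and the same 5 other alternatives not (1.06 to 1.69). At P12 the paper's value is 37.1 and 0.843 was found, and no alternative came within 1.5-fold (0.675 to 21.7). With the smaller unnamed neuronal cluster joined, chosen after seeing the values, the means were 10.1 over all ages, 5.16 at P5 and 32.4 at P12, all within 1.5-fold of the paper's.

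Mean Pomc in cluster 2 is 7.04 at E15.5 in the paper and was 4.00 here. Only 30 components came within 1.5-fold (5.76), and all variable genes (3.30), a resolution of 0.2 (15.0), anchors in 30 dimensions (12.9), no integration (1.12), the highest Scrublet scores left out (4.02), at least 2 Pomc UMIs (10.8) and summed counts (2.503) did not. At E17.5 the paper's value is 8.93 and 15.0 was found. Within 1.5-fold came all variable genes (6.76), a resolution of 0.2 (12.2), 30 components (10.5) and summed counts (12.9), and not anchors in 30 dimensions (14.8), no integration (2.90), the highest Scrublet scores left out (16.4) or at least 2 Pomc UMIs (18.7). At P5 the paper's value is 15.8 and 24.1 was found. Within 1.5-fold came a resolution of 0.2 (19.8), 30 components (13.8) and summed counts (18.0), and not all variable genes (9.66), anchors in 30 dimensions (28.0), the highest Scrublet scores left out (28.8) or at least 2 Pomc UMIs (30.4). At P12 the paper's value is 13.6 and 49.0 was found. Within 1.5-fold came all variable genes (13.0), a resolution of 0.2 (16.5) and 30 components (15.3), and not anchors in 30 dimensions (22.98), the highest Scrublet scores left out (49.3), at least 2 Pomc UMIs (57.9) or summed counts (27.2). With the larger unnamed neuronal cluster joined, chosen after seeing the values, the means were 6.48 at E15.5, 11.4 at E17.5 and 16.2 at P5, within 1.5-fold of the paper's, and 22.7 at P12, which was not. Since that cluster shared 0 of its 150 leading genes with cluster 2-like cells, these means do not show that it belongs to cluster 2.

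Mean Pomc in cluster 6 over all ages is 1.73 in the paper and was 2.60 here. Within 1.5-fold came all variable genes (2.49), 30 components (2.55) and the highest Scrublet scores left out (1.88), and not a resolution of 0.2 (2.60), anchors in 30 dimensions (10.1), at least 2 Pomc UMIs (4.37) or summed counts (2.83). Mean Pomc in cluster 4 at P12 is 2.04 in the paper and was 4.12 here. All variable genes (1.98) and summed counts (2.69) came within 1.5-fold, and a resolution of 0.2 (4.12), 30 components (11.1), anchors in 30 dimensions (11.3), the highest Scrublet scores left out (4.38) and at least 2 Pomc UMIs (5.35) did not.

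Some statements on groups of cells differ from the values here. The paper states that cluster 1 had the most Pomc at all its ages. Among the named neuronal classes the tally was 5 of the 6 libraries, P12 being the exception (49.0 in cluster 2-like and 44.2 in cluster 1-like cells). It was 6 of the 6 with all variable genes, a resolution of 0.2, 30 components or anchors in 30 dimensions, 5 with the highest Scrublet scores left out or at least 2 Pomc UMIs, and 2 without integration, where 0 cluster 1-like cells were found before E17.5 and 1 at E17.5. By summed counts, and with the larger unnamed neuronal cluster joined to cluster 2-like cells, both chosen after seeing the values, it was 6 of the 6. The paper ranks cluster 2 next in abundance after cluster 1. Over all ages 1967 cluster 5-like and 1306 cluster 2-like cells were found. The paper's order came with all variable genes (1724 and 2742) and 30 components (1885 and 1983), and not with a resolution of 0.2 (2105 and 1893), anchors in 30 dimensions (1989 and 1834) or no integration (1219 and 1165). It states a smaller fall of the fraction of cluster 2 after E13.5 than the ratio of 0.107 here. The ratio was 0.337 with 30 components, 0.421 with all variable genes and 0.271 with anchors in 30 dimensions, which are nearer to the paper's. It was 0.208 at a resolution of 0.2, 0.0953 with the highest Scrublet scores left out, 0.192 with at least 2 Pomc UMIs and 0.0333 without integration. With the larger unnamed neuronal cluster joined, chosen after seeing the values, it was 0.356, which does not show that the joined cells belong to cluster 2. The paper describes a cluster 7, which was found with all variable genes (120 cells) and 30 components (105 cells). Without integration the name fell to a class of 4017 cells with a mean Pomc of 16.8, unlike the small class with low Pomc that the paper describes.

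For the parts of clusters 2 and 3, the paper gives the larger part of cluster 2 high Pomc. Here the larger part of 1135 cells had a mean Pomc of 1.91, and the part with high Pomc (54.0) held 69 cells. With 10 components the larger part had 1.84. By 2-means the larger part (58.1%) had the higher Pomc (6.79, against 1.56 in the other), as it did with 30 components (6.71 and 1.06), a setting chosen after seeing the values, and with all variable genes (5.70 and 1.32). In the last setting no class was cluster 3-like, and the smaller part held 407 cells, 177 of them from P5. The cluster 3-like class reported here held 415 cells, 181 of them from P5. That division may thus set cluster 3 apart from cluster 2, and not 2 parts of cluster 2. The larger part did not have the higher Pomc at a resolution of 0.2 (1.85 in 1133 cells, against 24.6) or with the larger unnamed neuronal cluster joined (1.85 in 1132 cells, against 14.1 and 52.6 in 2 of the others), both chosen after seeing the values. The paper places Isl1 in the part with high Pomc, and here Isl1 was highest in the largest part (2.09, against 1.55). With 30 components, chosen after seeing the values, Isl1 was 2.35 in the part with more Pomc and 0.218 in the other. It gives the smaller part of cluster 3 high Pomc, and 1.06 was found. With the smaller unnamed neuronal cluster joined, chosen after seeing the values, that part had 50.7 and was nearly the joined cluster itself. It lists Lmx1a as a feature of the larger part, and the parts had 1.67 and 1.63. With the smaller unnamed neuronal cluster joined, chosen after seeing the values, Lmx1a was 1.65 in the larger part and 0.0180 in the smaller one. The paper draws the late ray of its diffusion map from several clusters with high Pomc and Isl1. Here the 301 cells at the late end were 99.7% cluster 5-like, with a Pomc of 3.10 and Isl1 of 0.203. These are the 5% of cells at 1 end of a component and not the whole of a ray. They therefore cannot decide which clusters the ray holds. With 50 neighbours, chosen after seeing the values, the cells at the late end were 96.3% cluster 5-like and 3.65% cluster 4-like.

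Some statements on genes differ as well. The paper reports that Tbx19 was lacking, and 71 of 619 cluster 1-like cells at P12 had a Tbx19 UMI, against 0.295% of background cells. It reports that no neuronal cluster had Ghrh, and 204 Ghrh UMIs were counted in neurons (1.80% of cells, against 0.0391% of background cells), 102 of them in cluster 1-like and 11 in cluster 6-like cells. It reports Prdm12 as absent from cluster 2, and 7.58% of cluster 2-like cells had a Prdm12 UMI, against 3.32% of background cells. It reports Prdm12 in cluster 4 at E11.5 alone, and the level in cluster 4-like cells was 0.994 at E11.5 and 0.128 at E13.5, where the background was 0.0286. It places Nr5a1 in cluster 1 almost wholly at E11.5, and the levels were 1.32 at E11.5 and 1.29 at E13.5. The paper describes a drop of Pomc in cluster 4 after E11.5, and the levels were 4.25 at E11.5, 4.50 at E13.5, 4.25 at E15.5, 2.37 at E17.5, 4.13 at P5 and 4.12 at P12. With all variable genes Pomc fell, from 4.80 at E11.5 to 4.11, 3.04, 2.08, 2.86 and 1.98 at the later ages. It places high Isl1 in cluster 5 at E11.5 alone, and the levels of Isl1 were 0.670 at E11.5 and 0.810 at E13.5. They were 1.13 and 0.802, highest at E11.5, with all variable genes. It names Cck as a feature of cluster 8 alone at P5 and P12, and Cck was above its background in cluster 2-like (0.770 and 0.891) and cluster 3-like cells (0.177 and 0.603) as well, although highest in cluster 8-like cells (5.04 and 2.51). It gives Cnr1 mainly to clusters 3, 7 and 8. Over all ages Cnr1 in cluster 8-like cells (0.649) was slightly below that in cluster 2-like (0.699) and cluster 1-like cells (0.679). These classes differ in their ages, and no levels of Cnr1 by age are given here. Cnr1 was highest in cluster 7-like cells (2.32) and then in cluster 8-like cells (0.677) with all variable genes. The paper describes nearly all Agrp cells of cluster 4 as having Npy, and 77.1% did.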

Other observations

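The tests of a cluster 3 origin of the cells with few UMIs, of free Pomc RNA by class and age and without the highest Scrublet scores, of genes under changed names, of Gm28040, of Npy outside cluster 4-like cells, and of Pomc in cluster 2-like cells under stricter limits on UMIs were chosen after the result was seen.

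The smaller unnamed neuronal cluster held 18 cells of P5 and 74 of P12, with a mean Pomc of 49.2 and a median of 3821.5 UMIs. Its leading genes included Mirg, Kcnq1ot1 and Snhg11. The paper's cluster 3 includes a part with high Pomc at these ages, and cells of the cluster 3 type that also make much Pomc are argued against as an explanation. After thinning, the share of P12 cells with Nr4a2 was 4.05%, which is 7.09% of the share in cluster 3-like cells (57.1%), and that with Lmx1a was 0% (23.8% in cluster 3-like cells). Loss of cytoplasm may have shaped these cells. At P12 ribosomal protein genes took 2.18% of their UMIs against 8.65% in cluster 1-like cells, a ratio of 0.252, and Malat1 3.63% against 0.564%, a ratio of 6.45. Mitochondrial genes took 6.73% and 7.02%, and the median was 3925.5 UMIs against 33858. Whether they are cluster 1-like cells with few UMIs cannot be told apart from an origin in the larger unnamed neuronal cluster. Over 83 marker genes r was 0.749 with cluster 1-like cells and 0.798 with the larger unnamed cluster, and the 95% bootstrap interval of the difference was -0.129 to 0.0277 over 1000 draws of the genes. A change of these cells with age was not tested.

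In cluster 2-like cells Pomc rose 11.6-fold between the earlier and the later ages. Whether late cells with few UMIs and much Pomc are its cause cannot be told apart from a rise in the other cells. The ratio was 11.7 without the 22 of 292 late cells with the fewest UMIs relative to the median of their library, a limit that left most cells with few UMIs in. Under 3 stricter limits, chosen after the result was seen, it fell. It was 4.50 (95% bootstrap interval 2.90 to 6.80) among the 159 late cells at or above the median of their library, and 2.27 (1.253 to 4.301) among the 72 at or above 1.5 times that median. At 0.5 times the median it was 9.62. The 133 late cells below the median were 45.5% of late cells and held 79.5% of the summed Pomc levels. A part of 69 cells, of which 65 were late, had a median of 5670 UMIs and a mean Pomc of 54.0, and without it the ratio was 3.56 (2.61 to 4.75). The size of the rise therefore depends on these cells, and the interval at the strictest limit, which reaches below the limit of 2 set for the test, keeps the cause open. A candidate explanation is that the later class holds other cells. The 95 late cells with a UMI of Ebf1 or Pou4f1 had a mean Pomc of 1.38, which is 1.01 times the early mean, and the 197 late cells with neither had 22.8, or 16.7 times the early mean. Their median UMIs were 15276 and 9363, so that a missed UMI of either gene is more likely in the latter. Among cells at or above the median of their library these ratios were 0.938 (79 cells) and 8.02 (80 cells). In the E15.5 library alone the means were 1.40 in 89 cells and 7.69 in 63 cells. Early cells with neither gene had 7.14 at E11.5 (7 cells) and 7.45 at E13.5 (21 cells). A loss of both genes together with a gain of Pomc in the same cells, which is a change with age, stays open, since the libraries do not follow a cell.

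Pomc outside cluster 1 was compared with microglia-like and VLMC-like cells of the same library after correction for the selection of cells with a Pomc UMI. The correction assumes 1 rate for all cells of a class, so that its error in classes of unlike cells is not known. Free RNA adds UMIs to each droplet, so the comparison was made per 10000 UMIs and per cell. Over the neuronal classes other than cluster 1-like, 13 of 27 pairs of class and library (48.1%) were within 1.5-fold of the background or below it per 10000 UMIs, and 16 of 27 (59.3%) per cell. Doublets with neurons can raise the background. With the highest Scrublet scores left out on both sides, 10 of 26 pairs (38.5%) and 9 of 26 (34.6%) were. For these classes as a whole, free RNA and RNA of the cells cannot be told apart, since the measures and settings fall on different sides. For cluster 4-like, 5-like and 6-like cells at E13.5 free RNA alone is argued against, with a lowest ratio of 4.76 over the 3 classes, and of 6.28 over the 2 with 20 cells left after the highest Scrublet scores were left out. At E11.5 and E15.5 the lowest ratio over 5 pairs was 1.11, and 1.09 without the highest Scrublet scores, so that free RNA remains open for some of them. The median background cell held 20642 UMIs at E11.5 and cluster 4-like cells 7860.5, and the ratio of cluster 4-like cells there was 2.90 per 10000 UMIs and 1.11 per cell. At P5 and P12 the highest ratio of these 3 classes was 1.01 per 10000 UMIs and 2.26 per cell, and 4.23 and 6.48 without the highest Scrublet scores. For cluster 3-like and 8-like cells free RNA is a candidate explanation, with 6 of 8 pairs (75.0%) within 1.5-fold of the background or below it per 10000 UMIs, and 8 of 8 per cell. Without the highest Scrublet scores these were 7 and 6 of 8, and cluster 3-like cells at P5 then had 3.18 times the background per cell, so that free RNA is open for them at that age. A change with age was not tested.

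Genes without a UMI in the embryonic or the postnatal libraries may be the same gene under another name. Among 459 pairs of earlier and later names, 160 had a level of at least 0.1, and in 147 of these (91.9%) the level at E17.5 under the earlier name and at P5 under the later one differed less than 2-fold. Examples are Sepw1 (17.3 at E17.5) and Selenow (16.4 at P5), Hn1 (11.2) and Jpt1 (8.88), Tceb2 (13.2) and Elob (10.7), and Ngfrap1 (12.5) and Bex3 (16.1). The same change of lists is open as an explanation for other steps between E17.5 and P5, such as Rpl13a from 27.4 to 0.705, Atp5o from 3.96 to 0, Gnb5 from 0.00509 to 1.08 and Gm42418 from 0.548 to 5.15 over all cells.

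Gm28040 had 80 UMIs at E15.5, 207 at E17.5 and 0 at P5 and P12, where Kiss1 had 7, 24, 419 and 177. Reads of Kiss1 may have been counted under the overlapping gene in the embryonic libraries. All exon bases of Kiss1 (100%) are exon bases of Gm28040 on the same strand, and of the UMIs at E15.5 and E17.5 81.2% for Gm28040 and 96.8% for Kiss1 lay in cluster 5-like cells. A rise of Kiss1 with age stays open as well.

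Tbx19 UMIs were found in 90 cells at P12, of which 78.9% were cluster 1-like. Pituitary cells or their RNA are argued against as the source. Of the 90 cells 1 (1.11%) carried Pitx1, Cga, Gh or Prl, against 1.46% of 548 cluster 1-like cells without Tbx19. Pitx1, Cga and Prl were in 0 of the 90 cells and Gh in 1. Tbx19 RNA of the neurons themselves at P12 is a hypothesis that remains.

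Npy and Agrp UMIs were also found outside cluster 4-like cells at E17.5 and P12. RNA free in the suspension is a candidate explanation, since the share of cells with Npy differed little between the other neuronal classes, with a largest ratio of 1.54 at E17.5 and 1.89 at P12 (23.4% to 44.2% of cells). Npy and Agrp made by these cells at these ages were not tested.

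P5 neurons were nearer to P12 than to E17.5 neurons, which the change of reagents and gene lists between E17.5 and P5 could also give. In microglia-like cells r of P5 with P12 exceeded that with E15.5 by 0.160, and in neurons the same difference was 0.0677. Of the 30 microglia-like cells at E15.5, 16 had more UMIs on microglia than on VLMC markers, so that the former value compares cells of different kinds and the test is void. The change of reagents and the change with age cannot be told apart, since the design joins them. Over all ages r between neurons was highest for E13.5 with E15.5 (0.978), and was 0.922 for E17.5 with P5, 0.968 for P5 with P12 and 0.734 for E11.5 with P12.

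Over all neurons, the genes highest at P5 against E17.5 were Gnb5, Nrgn, Vgf, Gm42418 and Olfm2, and at E17.5 against P5 Atp5o, Rpl13a, Rpl9-ps6, Rpl10-ps3 and Gm9844. Between P5 and P12 the genes highest at P5 were Tuba1a, Dpysl3, Sox4, Tubb2b and Fdps, and at P12 Cartpt, Agrp, Plagl1, Rasgrf1 and Gabre. No test was made of these differences.

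Each library was a pool of animals. Cells with Xist and no gene of the Y chromosome were 67.6% at E11.5, 38.6% at E13.5, 70.7% at E15.5, 23.4% at E17.5, 51.5% at P5 and 58.9% at P12, and cells with Y genes and no Xist 18.8%, 36.7%, 14.1%, 43.5%, 33.4% and 25.5%. Cells with both were 7.28%, 9.58%, 7.03%, 11.9%, 11.0% and 9.71%.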
